# Brown Adipocyte Sheets Alleviate Myocardial Ischemia–Reperfusion Injury Through NRG4–ErbB4–Dependent Ferroptosis Inhibition

**DOI:** 10.1002/advs.75588

**Published:** 2026-05-28

**Authors:** Lifu Sun, Yuting Liu, Jingbo Zhang, Takuji Kawamura, Junjun Li, Li Liu, Shigeru Miyagawa

**Keywords:** brown adipocyte sheets, ferroptosis, myocardial ischemia–reperfusion injury, NRG4–ErbB4

## Abstract

Myocardial ischemia–reperfusion (I/R) injury causes cardiomyocyte death and cardiac dysfunction in part through ferroptosis. Brown adipocytes (BAs) have emerged as endocrine regulators with cardioprotective potential, yet their involvement in ferroptosis modulation during I/R injury remains unclear. Here, we engineered BA sheets and transplanted them onto the ischemic myocardium in a rat I/R model to evaluate therapeutic efficacy. BA sheets transplantation significantly improved cardiac function, reduced infarct size and fibrosis, and mitigated adverse remodeling while enhancing angiogenesis. In vitro, conditioned medium derived from BA sheets promoted cardiomyocyte survival, preserved contractile performance, and inhibited apoptosis and ferroptosis under hypoxia/reoxygenation stress. Mechanistically, these effects were mediated by the activation of the NRG4–ErbB4 axis and its downstream PI3K/AKT and NRF2/HO‐1 antioxidant signaling pathways. Our findings demonstrate that engineered BA sheets exert potent cardioprotection against myocardial I/R injury by suppressing ferroptosis in an NRG4–ErbB4–dependent manner, supporting their promise as a therapeutic strategy for ischemic heart disease.

## 1 Introduction

Ischemic heart disease is the leading cause of morbidity and mortality worldwide, with myocardial infarction (MI) affecting approximately 15 million people annually [1]. MI leads to irreversible loss of cardiomyocytes and significantly impairs heart function [2]. Although reperfusion strategies such as thrombolysis and percutaneous coronary intervention (PCI) are essential to salvage the ischemic myocardium, they can paradoxically exacerbate myocardial injury, termed myocardial ischemia–reperfusion (I/R) injury [3]. Myocardial I/R injury may account for more than half of the final infarct size and promote adverse ventricular remodeling, underscoring the need for effective myocardial protection [4]. Various types of cell death occur during reperfusion, including necrosis, apoptosis, and autophagy [5, 6, 7]. However, ferroptosis is the predominant form of cell death during the medium‐to‐late phase of myocardial I/R injury, highlighting it as a critical therapeutic target [8]. Ferroptosis is characterized by iron‐dependent lipid peroxidation and is implicated in multiple organs and tissue types, including the brain, liver, kidney, and heart [9, 10, 11, 12]. Unlike other cell death mechanisms, ferroptosis has distinct molecular mechanisms and a pathophysiological significance: it is triggered by the accumulation of intracellular iron and the excessive production of reactive oxygen species (ROS), leading to lipid peroxidation of polyunsaturated fatty acids on cell membranes and organelles [9]. This process damages the membrane structure and results in cell death.

Brown adipose tissue (BAT) is a specialized adipose tissue that is regarded as an endocrine organ with distinctive structural and functional properties [13]. Unlike white adipose tissue (WAT), BAT is rich in mitochondria and expresses uncoupling protein‐1 (UCP‐1), which enables it to generate heat and secrete various bioactive molecules [14]. These molecules, including adipokines, cytokines, and extracellular vesicles, can target distant tissues and organs, such as the white adipose tissue, liver, pancreas, skeletal muscle, and heart, and play a role in metabolic regulation [12, 13, 15, 16]. A recent study of more than 50000 clinical patients found that individuals with detectable BAT have significantly lower incidences of metabolic and cardiovascular diseases than those without detectable BAT [17]. Additionally, animal studies have discovered the beneficial effects of BAT on the heart through the release of factors such as 12,13‐diHOME, fibroblast growth factor‐21, bone morphogenetic protein 3b, and interleukin‐6 [18, 19, 20, 21]. Although BAT exerts cardioprotective effects, the role of BAT‐derived factors in protecting the myocardium from I/R injury and their relationship to ferroptosis have not yet been fully elucidated.

We, therefore, aimed to construct novel engineered brown adipocyte (BA) sheets and demonstrate that these sheets protect against myocardial I/R injury. We further confirm the inhibitory effect thereof on ferroptosis, and reveal that the protective effects are associated with the activation of the NRG4–ErbB4 axis and its downstream PI3K/AKT and NRF2/HO‐1 antioxidant signaling pathways, using both in vivo and in vitro models.

## 2 Materials and Methods

### 2.1 BAs Culture and Adipocyte Sheets Formation

BAT was obtained from the interscapular region, while WAT was collected from the inguinal region of 3‐day‐old rats (CLEA Japan, Inc., Shizuoka, Japan), and tissue processing and digestion were performed as previously described [22]. Brown or white preadipocytes were directly seeded onto poly(lactic‐co‐glycolic acid) (PLGA) fiber scaffolds, a biodegradable cell carrier suitable for animal transplantation [23], and induced to differentiate for 2 days using Dulbecco's Modified Eagle Medium (DMEM) with 10% fetal bovine serum (FBS), supplemented with 170 nM insulin, 1 nM triiodothyronine (T3), 0.5 mM IBMX, 1 µM dexamethasone, and 1 µM rosiglitazone. The medium was then replaced with maintenance medium (DMEM with 10% FBS supplemented with 170 nM insulin and 1 nM T3) and cells were cultured for an additional 3–4 days. BAs cultured in the dishes were subjected to the same differentiation induction and maintenance procedures.

### 2.2 Animal Model of Myocardial I/R Injury and Treatments

As previously described [23], an animal model of myocardial I/R injury was established using 8‐week‐old male wild‐type Sprague–Dawley rats (CLEA Japan Inc., Shizuoka, Japan). Briefly, the rats were fixed on a heating pad maintained at a constant temperature of 37°C. The rats were anesthetized by inhalation of 1.5% isoflurane and tracheal intubation with mechanical ventilation to maintain respiration. The precordial area was routinely disinfected with iodophor after removing the fur using scissors. Using sterile scissors, an incision was made at the site of the strongest heartbeat, and a thoracotomy was performed by blunt dissection between the fourth and fifth intercostal spaces to open the chest. The pericardium was opened, and a surgical slipknot was made on the left anterior descending (LAD) coronary artery using nonabsorbable 6‐0 polypropylene sutures (Ethicon, Johnson & Johnson) with a plastic rod placed within the knot to occlude the coronary artery, and the incision was then sutured.

After 45 min, the incision was reopened, the slip knot was untied, and the plastic rod was removed. The pericardium was sutured, excess air in the chest cavity was expelled, and the incision was sequentially closed. The rats were then returned to their rearing cages for continuous feeding. The model rats were randomly divided into five groups as follows: (1) thoracotomy without LAD ligation (Sham group), (2) I/R model without treatment (I/R group), (3) I/R model with BA sheets transplantation (I/R+BA group), (4) I/R model with brown preadipocyte sheets transplantation (I/R+PreBA), and (5) I/R model with white adipocyte sheets transplantation (I/R+WA). In the sheets transplantation groups, after removing the plastic rod, sheets were applied to the surface of the damaged myocardium, between the visceral and parietal pericardium. All the animal experiments were conducted in accordance with the guidelines for animal experimentation approved by the University of Osaka (No. 03‐092‐011).

### 2.3 Echocardiography

Echocardiographic imaging was performed as previously described [2]. Briefly, rats were anesthetized with 1.5% isoflurane via a face mask and placed on a heating pad. Transthoracic echocardiographic examinations were conducted by a blinded technician using a micro‐ultrasound system (Vivid i; GE Healthcare, WI). Following the guidelines of the American Society of Echocardiography, the left ventricular internal diameter at end‐systole (LVIDs) and the left ventricular internal diameter at end‐diastole (LVIDd) were measured from M‐mode images using the average of four consecutive cardiac cycles. The left ventricular end‐systolic volume (LVESV) and end‐diastolic volume (LVEDV) were calculated using the Teichholz method:

$$\mathrm{LVESV}\;=\frac{7\times \mathrm{LVID}s^{3}}{2.4+\mathrm{LVIDs}}\;\;\mathrm{LVEDV}\;=\frac{7\times \mathrm{LVID}d^{3}}{2.4+\mathrm{LVIDd}}$$

Other parameters, such as ejection fraction and fractional shortening, were also calculated:

$$\begin{array}{ccc} \mathrm{LVEF}\; & = & 100\times \frac{\mathrm{LVEDV}-\mathrm{LVESV}}{\mathrm{LVEDV}}\;\mathrm{LVFS}\;\\ & = & 100\times \frac{\mathrm{LVIDd}-\mathrm{LVIDs}}{\mathrm{LVIDd}} \end{array}$$

### 2.4 2,3,5‐triphenyltetrazolium Chloride (TTC)‐Evans Blue Double Staining

Twenty‐four hours after the reperfusion surgery, the LAD was re‐ligated. Hemostatic forceps were used to clamp the ascending aorta, and 0.5 mL of 1% Evans blue dye was slowly injected proximally into the ascending aorta. Once the dye was distributed throughout, the heart was quickly excised and frozen. The hearts were then cut into five consecutive 2 mm‐thick slices from the apex upward and stained with 1% TTC at 37°C in the dark for 15 min. The nonischemic region of the left ventricular area (LV) appeared blue, the ischemic size (IS) appeared white, and the area at risk (AAR) retained its original red color. The infarct size ratio was calculated by dividing the IS by AAR (IS/AAR). The area at risk ratio was calculated by dividing the area at risk by the left ventricular area (AAR/LV).

### 2.5 Histological and Immunostaining Analysis

After euthanizing the rats, their hearts were harvested. The hearts were washed with phosphate‐buffered saline (PBS) and fixed with 4% (w/v) paraformaldehyde (PFA) for 24 h, followed by dehydration with gradient concentrations of sucrose. The heart tissue was embedded in optimal cutting temperature, and continuous 8‐µm‐thick sections were prepared using a cryostat. Sections were stained with hematoxylin and eosin (HE) and Masson's trichrome staining according to the manufacturer's instructions. Wheat germ agglutinin staining (WGA) was performed using fluorescein isothiocyanate‐labeled probes (W11261, Thermo Fisher Scientific). Sheet samples were fixed with 4% PFA for 0.5 h, and then frozen sections were prepared for immunostaining.

For immunostaining, sections were incubated in blocking buffer (PBS containing 5% goat serum, 5% donkey serum, and 3% BSA) at room temperature for 2 h and permeabilized with 0.5% Triton X‐100. The sections were then incubated with primary antibodies at 4°C overnight. After washing with PBS, the sections were incubated with secondary antibodies at room temperature for 1 h. After counterstaining with 2‐(4‐amidinophenyl)‐1H‐indole‐6‐carboxamidine (DAPI, D523, Dojindo, Kumamoto, Japan), the sections were observed under a fluorescence microscope (BZ‐X800; KEYENCE, Japan) and a confocal microscope (SpinSR10, Olympus, Japan). The following antibodies were used: anti‐vWF (1:50, ab6994, Abcam), anti‐SMA (1:500, A2547, SIGMA), anti‐UCP‐1 (1:500, ab23841, Abcam), anti‐cTnT (1:500, sc‐20025, Santa Cruz Biotechnology) and α‐Tubulin (T9026, Sigma–Aldrich).

### 2.6 Cell Culture and Treatments

Human iPSC‐derived cardiomyocytes (iPSC‐CMs) were obtained as previously described [23]. Briefly, iPSCs (253G1, Riken, Tsukuba, Japan) were cultured in primate embryonic stem cell medium with basic fibroblast growth factor (bFGF) at 37°C using mitomycin C‐treated mouse embryonic fibroblasts as feeder cells. Cardiomyogenic induction was performed in the StemPro 34 medium supplemented with l‐glutamine, ascorbic acid, and 1‐thioglycerol. iPSCs were dissociated using Accmax and induced in a bioreactor with BMP4, activin A, bFGF, VEGF, and the small molecules IWR‐1 and IWP‐2, following a specific timeline. Human umbilical vein endothelial cells (HUVECs) were obtained from ATCC (CRL‐1730) and cultured in Endothelial Cell Basal Medium‐2 (CC‐3156, Lonza, Switzerland) supplemented with Endothelial Growth Medium‐2 SingleQuots Supplements (CC‐4176, Lonza, Switzerland). No patient or participant consent is required for this study.

For hypoxia/reoxygenation (H/R) treatment, iPSC‐CMs (5 × 10^5^ cells/cm^2^) were cultured in serum‐free, low‐glucose (0.3 g/L) DMEM under hypoxic conditions in a tri‐gas incubator (MINICell‐35, Waken, Japan) with 94% N_2_, 5% CO_2_, and 1% O_2_ for 12 h. The iPSC‐CMs were then re‐oxygenated by culturing in DMEM containing 10% FBS and 1% penicillin/streptomycin in an incubator with 5% CO_2_ and 95% air for an additional 12 h. HUVECs undergoing H/R treatment were cultured in basal medium during the 12 h hypoxia phase, followed by culture in basal medium supplemented with supplements during the 12 h reoxygenation phase, unless otherwise specified. In the H/R+BA group, regular medium was replaced with BA sheets‐conditioned medium during the reoxygenation phase. In the H/R+BA+AST1306 group, AST1306 (E0822, SELLECK) was added to the H/R+BA treatment during reoxygenation to achieve a final concentration of 0.8 nM, with no additional treatments applied.

### 2.7 Cell Viability Assay

The viability of the cardiomyocytes was assessed using a CCK‐8 assay kit (CK04, Dojindo, Kumamoto, Japan) according to the manufacturer's instructions. In brief, cells were seeded in 96‐well plates at a density of 5 × 10^5^ cells/cm^2^ (100 µL per well) and subjected to the above treatments. Subsequently, 10 µL of CCK‐8 solution was added to each well, and the cells were incubated for 1 h. Finally, absorbance was measured at 450 nm using a microplate reader (Synergy HTX, BioTek, USA).

### 2.8 Muscle Motion Analysis

Cardiomyocyte beating was recorded using a microscope (IX70, Olympus, Japan), and the ImageJ plugin MUSCLEMOTION was used to quantify cardiomyocyte contraction and relaxation. The beat frequency, maximum contraction velocity, maximum relaxation velocity, and contraction amplitude were calculated and compared as previously reported [24].

### 2.9 TUNEL Staining

As previously described [23], the apoptosis rate was assessed using a TUNEL staining kit (C10247, Thermo Fisher Scientific) according to the manufacturer's instructions. Samples were observed under a confocal microscope (SpinSR10, Olympus, Japan). ImageJ software was used to calculate the percentage of apoptotic nuclei by dividing the number of TUNEL‐stained nuclei by the total number of DAPI‐positive nuclei.

### 2.10 Western Blotting

Total protein was extracted by lysing the cells in RIPA buffer containing phosphatase and protease inhibitors. Nuclear proteins were extracted using NE‐PER Nuclear and Cytoplasmic Extraction Reagents (78833, Thermo Fisher Scientific) according to the manufacturer's instructions. Proteins were then separated by Sodium Dodecyl Sulfate‐Polyacrylamide Gel Electrophoresis (SDS‐PAGE) and transferred onto methanol‐treated 0.22 µm PVDF membranes. The membranes were then blocked with 5% TBST containing nonfat milk and incubated with the primary antibody overnight at 4°C. After three washes with TBST, the membranes were incubated with the secondary antibody at room temperature for 2 h. Protein bands were visualized and analyzed using a chemiluminescence (ECL) detection system (Image Lab, Bio‐Rad). The following primary antibodies were used: Actin (sc‐1616, Santa Cruz), ACSL4 (22401‐1‐AP, Proteintech), NRF2 (20733, CST), PI3K (4255, 4257, CST), p‐PI3K (4228, CST), AKT (4691S, CST), p‐AKT (4060T, CST), xCT (26864‐1‐AP, Proteintech), GPX4 (67763‐1‐Ig, Proteintech), TfR (10084‐2‐AP, Proteintech), ErbB4 (ab32375, Abcam), p‐ErbB4 (ab61059, Abcam), HO‐1 (ab68477, Abcam), Cleaved caspase‐3 (9661, CST), Caspase‐3 (9662, CST), Bcl‐2 (ab196495, Abcam), Bax (sc‐493, Santa Cruz), Lamin A/C (sc‐7292, Santa Cruz), NRG4 (11206‐1‐AP, Proteintech) and α‐Tubulin (T9026, Sigma–Aldrich).

### 2.11 RNA Sequencing

RNA sequencing was performed on the cardiomyocytes from the H/R+BA and H/R groups. Library preparation was conducted using the TruSeq Stranded mRNA Sample Preparation Kit (Illumina, San Diego, CA), following the manufacturer's instructions. Sequencing was performed on an Illumina NovaSeq 6000 platform using 100 bp paired‐end reads. Raw sequencing reads were trimmed using Trimmomatic v0.39 and mapped to the human reference genome, GRCh38. p5, using HISAT2 v2.1.0. Gene expression was quantified using featureCounts v2.0.6, and differential gene expression was analyzed using Cuffdiff v2.2.1. We used KOBAS (http://bioinfo.org/kobas) and Bioinformatics—a free online platform for data analysis and visualization [25] (http://www.bioinformatics.com.cn)—to analyze the differentially expressed genes (DEGs). The raw RNA sequencing data analyzed in this study have been deposited in the Gene Expression Omnibus under accession number GSE309984, which can be accessed at https://www.ncbi.nlm.nih.gov/geo/.

### 2.12 Intracellular ROS Assay

Intracellular ROS were detected using a DCFDA/H2DCFDA assay kit (ab113851, Abcam) following the manufacturer's instructions. Briefly, 1× wash buffer was prepared, and the cells were rinsed twice. The cells were incubated with the DCFDA solution for 45 min at 37°C in the dark. After incubation, the cells were washed twice with 1× buffer. Live cell microscopy was performed using a microscope (SpinSR10, Olympus, Japan) with a filter set appropriate for fluorescein to compare the fluorescence intensity across different groups.

### 2.13 Mitochondrial Membrane Potential Assay

The mitochondrial membrane potential (ΔΨm) was detected using the JC‐1 MitoMP Detection Kit (MT09, Dojindo, Japan), following the manufacturer's instructions. Briefly, the JC‐1 working solution and imaging buffer were prepared. An equal volume of the JC‐1 working solution was added directly to the medium. The cells were then incubated for an additional 30 min, the supernatant was discarded, and the cells were washed twice with HBSS. After adding imaging buffer, the cells were observed at excitation wavelengths of 488 nm (green) and 594 nm (red) using a fluorescence microscope (SpinSR10, Olympus, Japan).

### 2.14 Intracellular Fe^2+^ (FerroOrange) Assay

Intracellular Fe^2^^+^ was detected using the FerroOrange kit (F374, Dojindo, Japan) following the manufacturer's instructions. Briefly, a working solution of FerroOrange was prepared. The supernatant was discarded, and the cells were washed thrice with HBSS. We incubated the cells with the FerroOrange working solution for 30 min at 37°C. The cells were then observed under a fluorescence microscope, and images were captured (SpinSR10, Olympus, Japan).

### 2.15 TEM Assay

TEM (HT‐7800; Hitachi, Tokyo, Japan) was used to observe the ultrastructure of mitochondria in cardiomyocytes. TEM samples were prepared as follows: cell samples were fixed with 2.5% glutaraldehyde for 120 min, followed by postfixation with 1% osmium tetroxide for 90 min. The samples were then dehydrated in a graded ethanol series (50%–100%) and propylene oxide. Subsequently, tissues were embedded in epoxy resin, sectioned using an ultramicrotome (Ultracut E; Reichert‐Jung, Vienna, Austria), and stained with uranyl acetate and lead citrate. Mitochondrial damage was assessed in each group using the Flameng score [8]. Flameng scores were compared among groups using the Kruskal–Wallis test, followed by Dunn's post‐hoc analysis. Data are shown as violin plots with medians and interquartile ranges, and individual data points are overlaid.

### 2.16 Mitochondrial Respiration Assay

As previously described [26], mitochondrial respiration was assessed using a Seahorse XF96 Extracellular Flux Analyzer (Agilent Technologies, Carlsbad, CA). Cells were seeded in XF96 microplates (Agilent Technologies, Carlsbad, CA) and treated before the assay. Before measurement, the culture medium was replaced with Seahorse XF Base Medium (Agilent Technologies, Carlsbad, CA) supplemented with 1 mM sodium pyruvate, 2 mM glutamine, and 10 mM glucose. During the Mito Stress Test, mitochondrial inhibitors were sequentially added in the following order: 1 µM oligomycin, 3.5 µM 4‐(trifluoromethoxy)phenylhydrazone (FCCP; Seahorse Bioscience, Billerica, MA), and a combination of 0.5 µM rotenone and 0.5 µM antimycin A.

### 2.17 Wound Healing Assay

HUVECs were cultured in a culture dish to form a confluent monolayer. A scratch was made using a pipette tip to create a wounded area. Images of the scratched areas were captured at 0, 12, and 24 h using a microscope. The percentage of wound closure for each group was calculated using the ImageJ software and compared.

### 2.18 Transwell Assay

Briefly, 1 × 10^4^ HUVECs were seeded in the upper chamber of a Transwell insert. Cells were cultured in basal medium in the upper chamber and in basal medium supplemented in the lower chamber. For the H/R treatment, both the upper and lower chambers were filled with basal medium during the 12‐h hypoxia phase. After 12 h of reoxygenation, the lower chamber medium was replaced with supplemented basal medium. In the H/R+BA group, the lower chamber medium was replaced with BA sheets‐conditioned medium supplemented during the reoxygenation phase. The cells were fixed with 4% PFA, and the cells remaining on the upper side of the insert were removed using a cotton swab. The migrated cells on the lower side were stained with crystal violet and counted under a microscope (BZ‐X800; KEYENCE, Japan).

### 2.19 In Vitro Tube Formation Assay

Briefly, a 96‐well plate was precoated with Matrigel (356234, Corning, NY), and HUVECs were seeded at a density of 3 × 10 cells/well. The Control group was cultured in basal medium, whereas the treatment group was cultured for 4 h in BA sheets‐conditioned medium without supplementation. Images were captured under a brightfield microscope (CKX53, OLYMPUS, Japan), and the results were analyzed using the Angiogenesis Analyzer tool in ImageJ software [27].

### 2.20 siRNA Transfection

BA sheets were transfected with NRG4‐specific siRNA (siNRG4) or negative control siRNA(siNC) using Lipofectamine RNAiMAX Transfection Reagent (13778030, Thermo Fisher Scientific) according to the manufacturer's instructions. Briefly, siRNA and Lipofectamine RNAiMAX were separately diluted in Opti‐MEM I Reduced Serum Medium (31985070, Thermo Fisher Scientific), combined, and incubated at room temperature for 20 min to allow complex formation. The transfection mixture was then added to BA sheets cultured in antibiotic‐free medium. After 48 h, BA sheets were collected for subsequent experiments. The sequences of siRNAs and siNC are listed in Table S1.

### 2.21 Enzyme‐Linked Immunosorbent Assay (ELISA) Assay

The concentration of NRG4 in the conditioned medium was measured using a rat NRG4 ELISA kit (ER1739, FineTest, Wuhan, China) according to the manufacturer's instructions. Briefly, conditioned medium samples were collected and subjected to ELISA analysis following the provided protocol. Absorbance was measured at 450 nm with wavelength correction at 570 nm using a microplate reader (Synergy HTX, BioTek, USA).

### 2.22 Statistical Analysis

All quantitative data are expressed as mean ± SD and were analyzed using GraphPad Prism 9.5.0 (GraphPad Software, USA). The differences between the two groups for normally distributed variables were assessed using Student's *t*‐test. For comparisons among three or more groups, a one‐way ANOVA followed by Tukey's post‐hoc test (with homogeneity of variance) was performed. Ordinal data are expressed as medians with interquartile ranges and were analyzed using the Kruskal–Wallis test followed by Dunn's multiple comparisons test. Statistical significance was set at *p* < 0.05, with significance levels defined as ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, and ^****^ *p* < 0.0001.

## 3 Results

### 3.1 Establishment and Characterization of BA Sheets

The establishment of BA sheets and the subsequent transplantation procedures are shown in Figure S1a. The preadipocytes were induced to differentiate into mature BAs. As shown in the brightfield images, morphological changes were progressively observed from day 0–6 during differentiation, characterized by increased intracellular lipid accumulation (Figure S1b). Oil Red O staining on day 6 confirmed the presence of abundant lipid droplets, which appeared as multiple small droplets surrounding a centrally located nucleus, which is a morphological hallmark of BAs (Figure S1c). Immunofluorescence analysis further demonstrated strong expression of the brown adipocyte‐specific marker UCP‐1 (Figure S1d,e), confirming the successful induction of functional BAs.

Next, to construct transplantable BA sheets, we combined BAs with poly (lactic‐co‐glycolic acid) (PLGA) fibers, a biodegradable cell carrier developed by our group [2, 23, 28, 29] (Figure S1f), and tested different seeding densities (1 × 10^6^, 3 × 10^6^, 5 × 10^6^, and 7 × 10^6^ cells/cm^2^) (Figure S1g). Cross‐sectional cryosections revealed that an increased seeding density correlated with thicker and more compact sheets. Immunostaining of the cryosections confirmed that BAs within the sheets maintained UCP‐1 expression, indicating that BAs differentiation was preserved after sheet formation. Quantitative analysis showed a density‐dependent increase in the sheet's thickness. However, at the highest seeding density (7 × 10^6^ cells/cm^2^), we observed a reduction in cell density within the inner sheets region, likely due to insufficient nutrient diffusion and reduced cell viability. Therefore, we selected 5 × 10^6^ cells/cm^2^ as the optimal density for subsequent experiments.

### 3.2 BA Sheets Alleviate Cardiac Dysfunction Following Myocardial I/R Injury

To evaluate the effects of BAs on cardiac systolic and diastolic functions after myocardial I/R injury, we transplanted BA sheets onto the surface of the injured myocardium in rats subjected to I/R injury (Figure S1h). Cardiac function was evaluated using 2D echocardiography conducted 1 day prior to surgery (day −1) and on days 1, 3, 5, and 7 postreperfusion (Figure 1a,b). On day −1, no significant differences were noted in the left ventricular ejection fraction (LVEF) or left ventricular fractional shortening (LVFS) among the Sham, I/R, and I/R+BA groups. Marked decreases in LVEF and LVFS were observed on day 1 in both ischemia groups, confirming the successful establishment of the I/R model. However, no significant differences were detected between the two ischemia groups at this stage (Figure 1c,d). The LVEF in the I/R+BA group was significantly higher than that in the I/R group on days 3, 5, and 7 after treatment (Figure 1c). Similarly, LVFS in the I/R+BA group was significantly higher than that in the I/R group starting 1 day after treatment, and this trend closely mirrored that of LVEF (Figure 1d). The LVIDs in the I/R group were significantly higher than those in the I/R+BA group on day 1 after treatment, indicating worse systolic function (Figure 1e). In contrast, the LVIDd was not significantly different between the two groups (Figure 1f).

**FIGURE 1:**
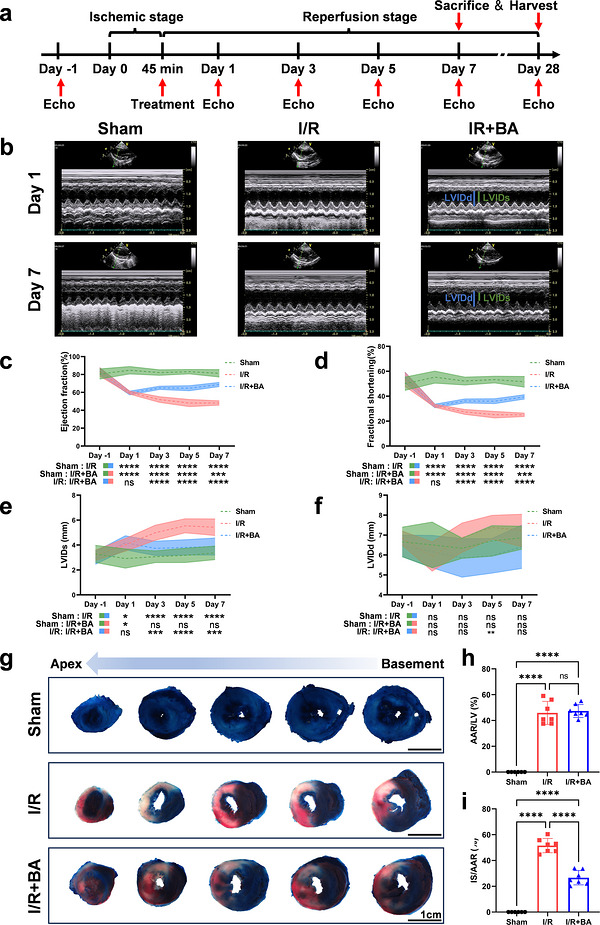
BA sheets alleviate cardiac dysfunction following myocardial I/R injury in rats. (a) Schematic diagram showing the rat myocardial I/R injury model and subsequent procedures. (b) Representative M‐mode echocardiography images of the Sham, I/R, and I/R+BA groups on days 1 and 7 postreperfusion. (c–f) Heart function represented as LVEF (c), LVFS (d), left ventricle internal diameter at end‐systole (LVIDs) (e), and left ventricle internal diameter at end‐diastole (LVIDd) (f) at baseline (day ‐1) and days 1, 3, 5, and 7 post I/R (Sham: n = 7; I/R: n = 8; I/R+BA: n = 8). (g) Triphenyltetrazolium chloride (TTC) blue double staining of heart sections was performed 24 h after reperfusion. IS is shown in white, the AAR in red, and the nonischemic region of the LV in blue (scale bar = 1 cm). (h,i) Quantification of AAR/LV (h) and IS/AAR (i) ratios (Sham: n = 6; I/R: n = 7; I/R + BA: n = 7). Data are presented as mean ± SD. Statistical significance was determined using one‐way ANOVA, followed by Tukey's post‐hoc test. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001; ^****^ *p* < 0.0001; ns, not significant.

In addition, to assess longer‐term effects and enhance specificity, the observation period was extended to 28 days, and sheets constructed from brown preadipocytes without differentiation induction (I/R+PreBA) and sheets derived from white adipocytes (I/R+WA) were also included (Figure S2a–c). LVEF and LVFS in the I/R+PreBA and I/R+WA groups did not show improvement and followed a trend like the I/R group, remaining significantly lower than those in the I/R+BA group on days 3, 5, and 7 after treatment. LVEF and LVFS stabilized after days 5–7, and this trend was maintained up to day 28 (Figure S2d,e).

### 3.3 BA Sheets Reduce Infarct Size in the Myocardium

To investigate the effect of BA sheets on myocardial infarct size after I/R injury, continuous heart sections were collected from rats 24 h after the procedure and stained with triphenyltetrazolium chloride (TTC)/Evans Blue (Figure 1g). No significant differences were noted in the area at risk (AAR) to the nonischemic region of the left ventricle (AAR/LV) ratio between the two ischemic groups (Figure 1h). However, the infarct size (IS) to AAR (IS/AAR) ratio was significantly elevated in both ischemic groups, whereas it was notably lower in the I/R+BA group than in the I/R group (Figure 1i), indicating that BA sheets treatment effectively reduced the myocardial infarct size.

### 3.4 BA Sheets Reduce Myocardial Fibrosis and Inhibit Ventricular Remodeling

To investigate the mechanisms underlying the improvement in cardiac function, we examined the extent of cardiac fibrosis using Masson's trichrome staining (Figure 2a). Compared with the Sham group, the ischemic groups exhibited significant myocardial fibrosis on day 7 (Figure 2b). However, the fibrotic area in the I/R+BA group was significantly smaller than that in the I/R group, suggesting that BA sheets could inhibit myocardial fibrosis.

**FIGURE 2:**
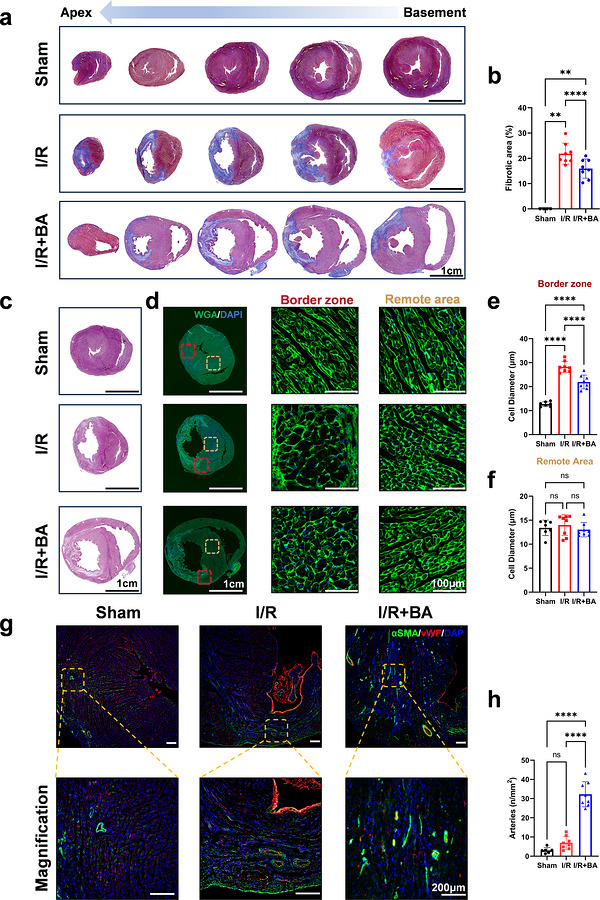
BA sheets attenuate myocardial fibrosis, suppress ventricular remodeling, and enhance angiogenesis following I/R injury. (a) Masson's trichrome staining of heart sections 7 days post‐reperfusion. The fibrotic areas are stained blue (scale bar = 1 cm). (b) Quantification of fibrotic area as a percentage of the total myocardial area. (c) HE staining of heart sections (scale bar = 1 cm). (d) WGA staining of heart sections, highlighting cardiomyocyte membranes (green). Images are shown for each group, including original sections and magnified views of both the border (red box) and remote zones (yellow box). Original image scale bar = 1 cm; magnified view scale bar = 100 µm. (e,f) Quantitative analysis of cardiomyocyte diameter in the border zone (e) and remote zone (f). (g) Immunofluorescence images of the border zone stained for alpha smooth muscle actin (αSMA, green), von Willebrand factor (vWF, red), and nuclei (DAPI, blue) (scale bar = 200 µm). (h) Quantification of vascular density based on α‐SMA/vWF double‐positive structures. The same group sizes (Sham, n = 7; I/R, n = 8; I/R+BA, n = 8) were used for all quantifications. Data are presented as mean ± SD. Statistical significance was determined using a one‐way ANOVA followed by Tukey's post‐hoc test. ^**^ *p* < 0.01; ^****^ *p* < 0.0001; ns, not significant.

Next, we performed hematoxylin and eosin (HE) and wheat germ agglutinin (WGA) staining to assess ventricular remodeling and cardiomyocyte hypertrophy (Figure 2c). No significant differences were observed in the cardiomyocyte diameter (measured as the short axis across the nucleus) in the remote region among the groups (Figure 2d,e). However, in the border zone, the cardiomyocyte diameter in the ischemic groups was significantly larger than that in the Sham group, consistent with Masson's trichrome staining results. In contrast, the cardiomyocyte diameter in the I/R+BA group was smaller than that in the I/R group, suggesting that BA sheets reduced ventricular remodeling and suppressed cardiomyocyte hypertrophy.

To further evaluate the long‐term effects on cardiac remodeling, the above histological analyses were also performed at 28 days after I/R injury, with the I/R+PreBA and I/R+WA groups included. Both the I/R+PreBA and I/R+WA groups exhibited results similar to those of the I/R group at day 28, with no evidence of improvement, showing larger fibrotic areas and increased cardiomyocyte diameter in the border zone compared with the I/R+BA group (Figure S3a–f). These findings were consistent with the echocardiographic results.

### 3.5 BA Sheets Promote Angiogenesis in Host Myocardium

We performed immunofluorescence staining to evaluate vascular density in the border zone of the host myocardium (Figure 2f). Endothelial cells were identified by von Willebrand factor (vWF) staining and smooth muscle cells by alpha smooth muscle actin (αSMA) staining, while nuclei were counterstained with DAPI. The I/R+BA group had a higher vascular density than the I/R and Sham groups, whereas no significant difference was observed between the I/R and Sham groups (Figure 2g). These results suggest that BA sheets promote angiogenesis in the border zones of the infarcted hearts.

### 3.6 BA Sheets Enhance Endothelial Migration and Angiogenic Capacity In Vitro

To further explore the mechanism by which BA sheets promote angiogenesis, we assessed endothelial cell migration in human umbilical vein endothelial cells (HUVECs) using a wound healing assay. As shown in the brightfield images, wound closure was impaired in the hypoxia/reoxygenation (H/R) group compared to the Control group. At 12 h post injury, no significant differences were observed between the H/R and H/R+BA groups (Figure S4a,b). However, after 24 h, the BA sheets treatment markedly enhanced wound closure compared with H/R alone, as demonstrated by both representative images and quantitative analysis (Figure S4a,c).

Transwell migration assay performed after H/R injury showed that HUVECs migration was significantly reduced in the I/R group, whereas culture in BA sheets‐conditioned medium restored the migratory ability to a level comparable to that of the Control group (Figure S4d,e). To further assess the effect of BA sheets on the angiogenic capacity, we conducted a tube formation assay. HUVECs cultured in BA sheets‐conditioned medium formed more extensive capillary‐like structures than those cultured in basal medium, as shown in whole‐field and magnified brightfield images captured at 4 h (Figure S4f). Quantitative analysis revealed a significant increase in the branch number and total tube length in the conditioned medium group (Figure S4g,h).

### 3.7 BA Sheets Attenuate Endothelial Cell Death Following H/R Injury

To evaluate the protective effects of BA sheets against H/R‐induced endothelial injury, we assessed the viability and apoptosis of HUVECs. Live/dead staining revealed a substantial increase in cell death in the H/R and H/R+BAs groups compared to that in the Control group. However, BA sheets treatment during reoxygenation significantly preserved cell viability in the H/R+BA group compared to that in the H/R group (Figure S5a,b). Consistent with this, TUNEL staining demonstrated elevated apoptosis following H/R injury in the H/R and H/R+BAs groups compared to the Control group. Similarly, treatment with BA sheets significantly reduced the number of TUNEL‐positive cells, suggesting an anti‐apoptotic effect (Figure S5c,d).

### 3.8 BA Sheets Enhance Cardiomyocyte Survival, Restore Contraction and Relaxation Functions, and Inhibit Apoptosis Following H/R

To elucidate the effects of BA sheets on cardiomyocytes subjected to H/R injury, we established an H/R model using human‐induced pluripotent stem cell‐derived cardiomyocytes (hiPS‐CMs) and assessed their functionality. In the CCK‐8 assay, cell viability was significantly decreased in the H/R and H/R+BA groups compared to the Control group. However, in the H/R+BA group, cell viability was markedly restored compared with that in the H/R group (Figure 3a).

**FIGURE 3:**
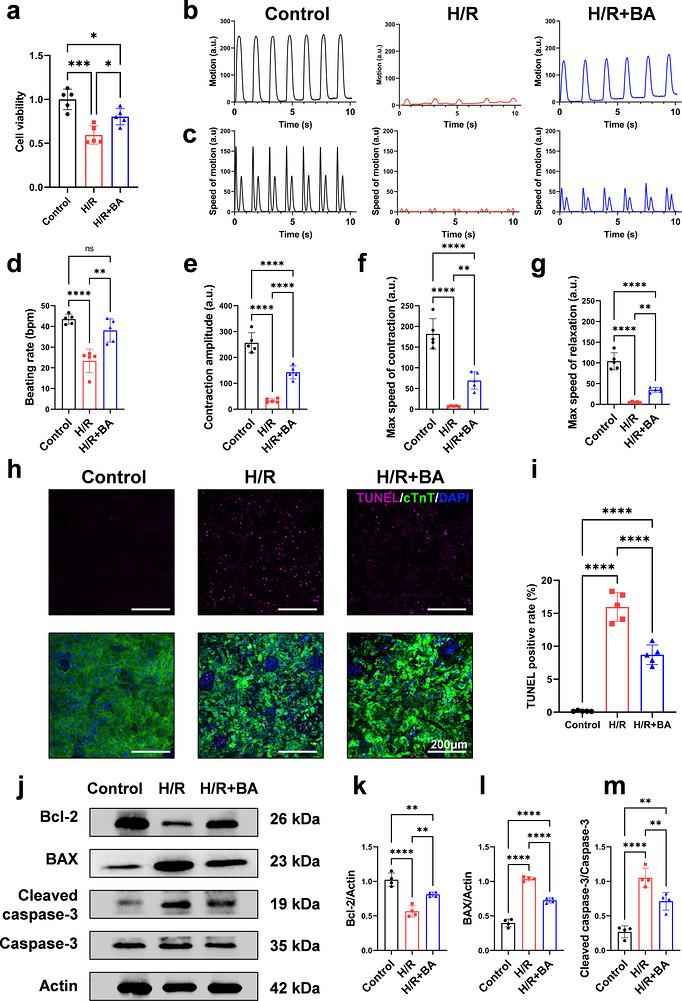
BA sheets mitigate cardiomyocyte injury caused by hypoxia/reoxygenation (H/R) injury. (a) Cell viability analysis of cardiomyocytes assessed by the CCK‐8 assay from Control, H/R, and H/R+BA groups (n = 5 per group). (b,c) Representative contraction amplitude traces (b) and contraction/relaxation velocity traces (c) of cardiomyocytes under different treatments. (d–g) Quantitative comparison of contraction frequency (bpm, d), contraction amplitude (e), maximum contraction velocity (f), and maximum relaxation velocity (g) in the Control, H/R, and H/R+BA groups (n = 5 per group). (h) Immunofluorescence images of cardiomyocytes for cTnT (green), TUNEL (violet), and nuclei (DAPI, blue) (scale bar = 200 µm). (i) Quantification of TUNEL‐positive cardiomyocytes from the Control, H/R, and H/R+BA groups (n = 5 per group). (j) Representative western blots of apoptosis‐related proteins, including Bcl‐2, Bax, Cleaved caspase‐3, and total caspase‐3. (k–m) Quantification of protein expression levels: Bcl‐2/Actin (k), BAX/actin (l), and cleaved caspase‐3/Caspase‐3 ratio (m) from the Control, H/R, H/R+BA groups (n = 4 per group). Data are presented as mean ± SD. Statistical significance was determined by one‐way ANOVA, followed by Tukey's post‐hoc test. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001; ^****^ *p* < 0.0001; ns, not significant.

The critical functions of cardiomyocytes are contraction and relaxation. We recorded videos (Videos S1–S3) and analyzed and visualized the beat patterns of the cardiomyocytes (Figure 3b,c). As shown in Figure 3d, the beat frequency was significantly reduced in the H/R group following hypoxia, whereas it was significantly higher in the H/R+BA group, which was not significantly different from that in the Control group. Similarly, the beating amplitude, maximum contraction velocity, and maximum relaxation velocity (Figure 3e–g) decreased in both hypoxia groups compared to the Control group. However, these parameters were significantly restored in the H/R+BA group compared with those in the H/R group. We further performed TUNEL staining (Figure 3h) to evaluate apoptosis. The apoptosis rate increased following hypoxia, but was notably reduced in the H/R+BA group compared to that in the H/R group (Figure 3i). In line with these findings, western blot analysis (Figure 3j) showed that the expression of the anti‐apoptotic protein Bcl‐2 (Figure 3k) was upregulated, while the pro‐apoptotic proteins Bax (Figure 3l) and Cleaved Caspase‐3 (Figure 3m) were downregulated in the H/R+BA group compared to the H/R group, which is consistent with previous studies [15].

### 3.9 Transcriptomic Profiling

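RNA sequencing compared 4 libraries of hiPS-CMs from the H/R group with 4 from the H/R+BA group. The cardiomyocytes came from a human iPSC line that the paper names 253G1 and the sample labels name 235G1. Both groups spent 12 h at 1% O2 in low-glucose medium without serum and a further 12 h under reoxygenation. The groups differed in the medium of these last 12 h, which in the H/R+BA group had been conditioned by BA sheets. The sheets were built from rat brown preadipocytes, whose induction medium held insulin, T3, IBMX, dexamethasone and rosiglitazone and was replaced after 2 days by maintenance medium with insulin and T3. According to the paper, stranded mRNA libraries were read on a NovaSeq instrument, trimmed with Trimmomatic, mapped to GRCh38.p5 with HISAT2 and quantified with featureCounts.

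The sequencing summary gives 39854257 to 48898147 reads per library in the H/R group (median 47774860) and 48100296 to 53308952 in the H/R+BA group (median 51778778). Between 95.4% and 96.3% of the reads of a library were mapped. The deposited gene table lists 60658 genes, each with a normalized FPKM and a normalized count per library. The normalized counts are not whole numbers, and 74.6% to 76.4% of those above 0 in a library were whole multiples of the value of 1 fragment (within 0.02). The values were therefore read as FPKM and compared on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. The test, limma with a trend of the variance on the mean, covered the 14334 genes with at least 1 FPKM in 4 or more libraries. Of these, 14201 gene IDs (99.1%) were found in the reference annotation. A call stands for an adjusted p under 0.05 (Benjamini-Hochberg, two-sided).

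More genes reached 1 FPKM in every H/R+BA library (14335 to 14403) than in any H/R library (14075 to 14256; exact permutation test, two-sided, p = 0.0286, the smallest that 4 libraries against 4 allow). The mitochondrially encoded genes held 14.9% to 22.0% of the summed FPKM in the H/R group and 13.9% to 16.5% in the H/R+BA group (exact permutation test, two-sided, p = 0.114). The labels number the replicates from 1 to 4 in each group and name no shared day or culture, so the libraries were not paired. The spread between them measures these cultures alone, and no counts of whole reads were used here, so counting error is not separated from it.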

To elucidate the molecular mechanisms underlying the protective effects of BA sheets on cardiomyocytes under H/R stress, we performed RNA sequencing of hiPS‐CMs from the H/R and H/R+BA groups. 

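The H/R and H/R+BA libraries stood apart on the first principal component of gene expression, which held 39.8% of the variance between the 8 libraries. H/R libraries scored −22.5 to −13.9 on it (mean −17.5 ± 3.74, SD, n = 4), and H/R+BA libraries scored 16.7 to 18.5 (mean 17.5 ± 0.774, SD, n = 4). Of the 100 genes with the largest loadings on this component, 77 pointed towards the H/R+BA group, and 86 were called between the groups. The genes that pointed most strongly towards the H/R group included 3 histone genes, HIST1H2BC, HIST2H2BE and HIST1H2AC. The mitochondrial tRNA gene MT-TY and the small nuclear RNA gene RNU6ATAC had larger loadings in that direction but were not called (adjusted p = 0.182 and 0.127). The long noncoding RNA gene PVT1 had the fourth largest loading towards the H/R+BA group, with a log2 fold change of 1.67 (adjusted p = 0.0103). Ahead of it, the microRNA host entry MIR1307 was called (log2 fold change 2.90, adjusted p = 0.0101), while DLEU2_6 and RPL36A-HNRNPH2 were not (adjusted p = 0.0978 and 0.126). These genes were picked by their loadings, after the values were seen.

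The components were computed from centred, unscaled log2(FPKM + 1) values. The difference in mean score between the groups had p = 0.0286 (exact permutation test, two-sided, the smallest possible with 4 against 4). The second component held 24.2% of the variance and spread the H/R libraries from −25.7 to 19.7 (p = 0.8 between the groups, exact permutation test). With every gene above 0 FPKM included and each scaled to unit variance, the first component held 26.8%.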

Principal component analysis (PCA) showed that samples from the H/R and H/R+BA groups were clearly separated along PC1 (accounting for 26.8% of the variance), indicating that the treatment induced changes in the overall gene expression patterns (Figure 4a). 

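Many genes differed in expression between the hiPS-CM cultures of the H/R+BA and H/R groups, mostly by small amounts. In the H/R+BA group 1958 genes were higher and 1588 lower than in the H/R group, 24.7% of the 14334 tested. The median size of these changes was 0.38 on the log2 scale. By 2-fold or more, 79 genes rose and 23 fell. The excess of higher genes depended on the scaling, with 1792 higher and 1776 lower with FPKM rescaled by median ratios and 2350 and 2595 on the deposited normalized counts.

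Inflammatory mediators, a lipid storage gene and an angiogenic ligand stood among the largest increases. PTX3, a secreted pattern recognition protein, had 37.6 ± 13.0 in the H/R group and 112 ± 14.7 in the H/R+BA group (FPKM, SD, n = 4), a log2 fold change of 1.60 (standard error 0.21, adjusted p = 9.79e-04). The interleukin 1 genes IL1B and IL1A had log2 fold changes of 1.52 (adjusted p = 0.00153) and 1.46 (adjusted p = 1.99e-04). PLIN2, a coat protein of lipid droplets, rose from 174 ± 43.9 to 455 ± 29.3 FPKM (log2 fold change 1.41, standard error 0.15, adjusted p = 5.09e-04). The amino acid transporter gene SLC38A5 rose by 1.39, the semaphorin gene SEMA6B by 1.49 and the gene of the heme-degrading enzyme HO-1, HMOX1, by 1.44 on the log2 scale (adjusted p = 2.68e-04, 4.57e-05 and 0.00160). The noncoding RNA genes PVT1 and BANCR (log2 fold change 1.37 for BANCR, adjusted p = 7.13e-04) and ANGPT1, an angiogenic ligand, completed the 10 largest increases with groups fully apart.

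Histone genes made up 6 of the 10 largest decreases. HIST1H2BC fell from 13.2 ± 0.831 to 3.87 ± 0.663 FPKM (log2 fold change −1.55, standard error 0.10, adjusted p = 7.78e-05), and HIST2H2BE, HIST1H2AC, HIST1H4H, HIST1H2BJ and HIST1H2BG had log2 fold changes of −1.43 to −1.08. Histone genes resemble one another and can share reads. The others were the immediate early gene EGR1 (−1.32, adjusted p = 4.57e-05), ARC (−1.27, adjusted p = 0.00681), the matrix metalloproteinase gene MMP10 (−1.18, adjusted p = 5.62e-04) and EFHD1 (−1.14, adjusted p = 0.00215), which encodes a calcium-binding protein of mitochondria.

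In 4101 genes (28.6%) every H/R+BA library lay on one side of every H/R library, where chance gives 2.86%. At an unadjusted p under 0.05 and a change of 1.5-fold or more in FPKM + 1, 537 genes were higher and 164 lower. With a pseudocount of 0.1 in place of 1, 838 were higher and 363 lower.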

We detected 60,658 genes, and differential expression analysis visualized using a volcano plot identified 2194 differentially expressed genes (DEGs), of which 1470 were upregulated, and 724 were downregulated in the H/R+BA group (Figure 4b). Subsequently, hierarchical clustering of these DEGs was performed and visualized as a heatmap, which showed that samples within the same group exhibited highly similar expression patterns, whereas distinct differences were observed between groups, providing a reliable set of candidate genes for subsequent Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses (Figure 4c). 

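The 3546 genes called between the groups parted the H/R libraries from the H/R+BA libraries at the first split of a hierarchical clustering. Of the 22 genes labelled in Fig. 4c, 19 were expressed above the filter, and of these 14 were higher and 3 lower in the H/R+BA group. ANGPT1, a ligand of the endothelial receptor TEK, rose from 0.543 ± 0.139 to 2.87 ± 0.359 FPKM (log2 fold change 1.32, standard error 0.11, adjusted p = 1.98e-04), and ANGPT2 and TEK itself had log2 fold changes of 0.74 (adjusted p = 0.00532) and 0.46 (adjusted p = 0.00518).

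ENG, a coreceptor for TGF-beta, and NOS3, the endothelial nitric oxide synthase, had log2 fold changes of 0.90 (adjusted p = 0.00150) and 0.62 (adjusted p = 0.0145). ENG, NOS3 and TEK are also on the list of endothelial markers, which was higher with the preset correlation (camera adjusted p = 1.64e-08) and not past the threshold with an estimated one (adjusted p = 0.499). The fibroblast growth factor genes FGF23 and FGF2 had log2 fold changes of 1.31 (adjusted p = 1.59e-04) and 0.41 (adjusted p = 0.0132). The matrix gene THBS4 (0.73, adjusted p = 0.00122), the hypoxia-inducible factor gene HIF3A (0.96, adjusted p = 0.00580), GNG11 (0.62, adjusted p = 0.00582) and TGFBR3L (0.76, adjusted p = 0.00790) were higher too. ANGPTL4, an inhibitor of lipoprotein lipase, had a log2 fold change of 0.61 (adjusted p = 0.0163), a call that was lost without H/R+BA replicate 2 (adjusted p = 0.0504) and when no filter was applied (0.0593). NOX4, which encodes an NADPH oxidase, was lower (−0.42, adjusted p = 0.0107), as were EGR1 and MMP10. SGK2 had a log2 fold change of 0.43 (adjusted p = 0.0527) and WNT7A one of −0.63 (adjusted p = 0.0549), neither past the threshold with all libraries. SGK2 passed it without H/R replicate 2 (0.00685) and with a filter at 10 normalized counts (0.0456), and WNT7A without H/R replicate 3 (0.0116) and on the deposited normalized counts (0.0315; adjusted p in parentheses). FGF19, FLT4 and RPS6KA5 lay below 1 FPKM in too many libraries to be tested.

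Over the 14334 genes, the correlation of log2(FPKM + 1) across genes was 0.976 to 0.990 between H/R libraries, 0.988 to 0.992 between H/R+BA libraries and 0.972 to 0.983 between libraries of different groups. The genes of Fig. 4c and the clustered genes were picked on these same libraries, so neither is independent evidence of a difference.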

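Genes of angiogenesis, of oxidation-reduction and of the inflammatory response were called higher in the H/R+BA group more often than lower. So were those of the extracellular matrix, cell adhesion and calcium binding, and differences between these lists were not tested. Over all 14334 tested genes 1958 were higher and 1588 lower (55.2% of called genes higher), so an excess alone is not particular to a list. Of 144 angiogenesis genes tested, 45 were higher and 12 lower (52 and 16 when adjusted over the list alone), with a median log2 fold change of 0.15. The water channel gene AQP1 rose from 47.7 ± 2.29 to 79.1 ± 4.37 FPKM and ADAMTS1, a secreted protease, from 7.24 ± 1.36 to 19.0 ± 2.17 FPKM (log2 fold changes 0.72 and 1.29, adjusted p = 1.98e-04 and 3.25e-04). EFNB2, an ephrin of arterial endothelium, and CTGF, a matricellular protein, fell (log2 fold changes −0.55 and −0.63, adjusted p = 7.32e-04 and 0.00104).

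Endothelial markers moved with the angiogenesis genes: of 25 tested, 18 were higher and 0 lower (21 and 0 when adjusted over the list alone). Their median log2 fold change was 0.53 (camera adjusted p = 1.64e-08; adjusted p = 0.499 with an estimated correlation). APLN, MMRN2 and RAMP2 rose by 0.95, 1.00 and 0.72 on the log2 scale (adjusted p = 3.79e-04, 0.00111 and 0.00143). Of the tested angiogenesis genes, 18 are endothelial markers, 13 of them higher and 0 lower. Of the other 126, 32 were higher and 12 lower, with a median log2 fold change of 0.09. As a list the angiogenesis genes were higher (camera adjusted p = 0.0104; adjusted p = 0.499 with an estimated correlation), a call that was lost without the endothelial markers (adjusted p = 0.144).

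Of 178 oxidation-reduction enzymes, 55 were higher and 12 lower (58 and 14 when adjusted over the list alone), with a median log2 fold change of 0.13 (camera adjusted p = 1.39e-04; adjusted p = 0.499 with an estimated correlation). SORD, the sorbitol dehydrogenase, rose from 12.4 ± 1.20 to 21.0 ± 0.744 FPKM, BLVRB, a biliverdin reductase, from 37.2 ± 2.58 to 54.8 ± 1.23 FPKM and the carbonyl reductase gene CBR1 from 32.1 ± 2.19 to 46.7 ± 1.92 FPKM (adjusted p = 3.51e-04, 3.79e-04 and 5.76e-04). AKR1C2, an aldo-keto reductase gene whose paralogs can share its reads, had a log2 fold change of 1.08 (adjusted p = 3.06e-04).

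Of 105 genes of the inflammatory response, 28 were higher and 10 lower (31 and 10 when adjusted over the list alone), with a median log2 fold change of 0.16 (camera adjusted p = 0.0263; adjusted p = 0.722 with an estimated correlation). The chemokine gene CXCL6 rose by 0.94 and the prostaglandin synthase gene PTGES by 0.58 on the log2 scale (adjusted p = 3.75e-04 and 9.32e-04), beside PTX3 and IL1A. This list lost its call when 1 library was left out, for H/R replicate 1 (0.0846), H/R replicate 3 (0.0624) and H/R+BA replicate 4 (0.0758; adjusted p without each in parentheses). No gene of this list is an endothelial marker.

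Of 133 genes of the extracellular matrix, 26 were higher and 12 lower (27 and 14 when adjusted over the list alone; camera adjusted p = 0.205). HAS2, a hyaluronan synthase gene, and the collagenase gene MMP1 rose (log2 fold changes 0.81 and 1.06, adjusted p = 2.94e-04 and 5.09e-04). Of 138 cell adhesion genes, 26 were higher and 18 lower (27 and 19 when adjusted over the list alone; camera adjusted p = 0.903), with ICAM5 and CLDN19 at log2 fold changes of 0.78 and 0.99 (adjusted p = 4.45e-04 and 6.41e-04). Of 96 EF-hand calcium-binding proteins, 16 were higher and 9 lower (16 and 9 when adjusted over the list alone; camera adjusted p = 0.804). PLCD1, a phospholipase C gene, rose, and MYL12A, RCN2 and MICU2, a regulator of the mitochondrial calcium uniporter, fell (log2 fold changes 0.60, −0.38, −0.38 and −0.46; adjusted p = 0.00137, 7.32e-04, 0.00184 and 0.00214).

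The camera test compared each of 49 lists with all other genes at a preset correlation of 0.01 between genes, and passed 18 of them. With the correlation estimated from the 8 libraries, 0 of the 49 passed (lowest adjusted p = 0.163). The 6 processes were named in the paper from these libraries, so their lists are not independent evidence of a direction.

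**Figure D1:**
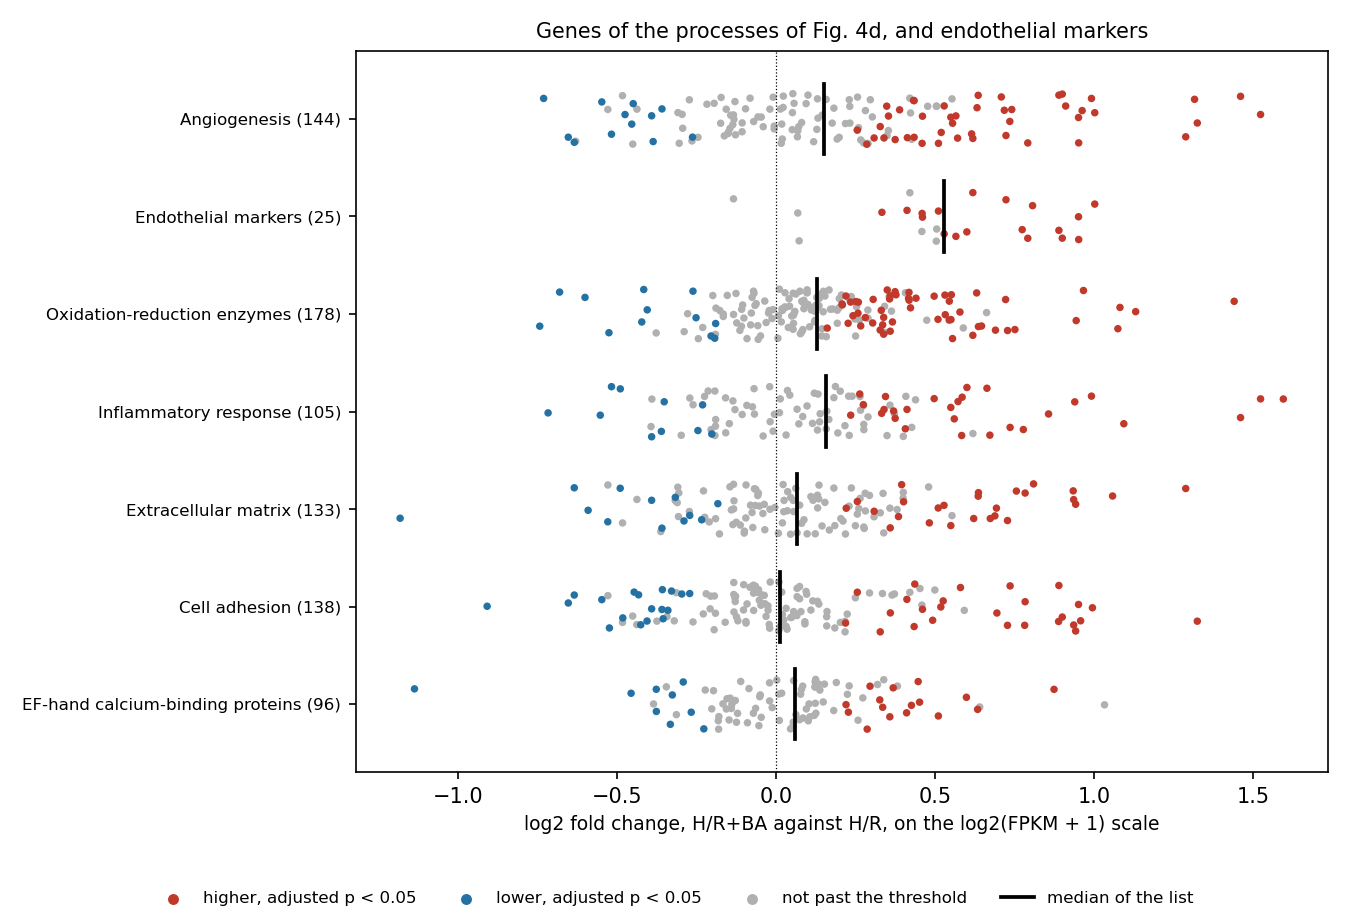
Log2 fold changes of the members of 7 gene lists in hiPS-CMs, H/R+BA against H/R, on the log2(FPKM + 1) scale. Each point is 1 gene, red where higher and blue where lower at an adjusted p under 0.05, the number of tested genes stands in parentheses, and the bar is the median, which lies at 0.53 for endothelial markers and at 0.01 for cell adhesion.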

GO analysis highlighted biological processes, such as angiogenesis, oxidation–reduction, inflammatory response, extracellular matrix organization, and cell adhesion, along with molecular functions, such as protein and calcium ion binding (Figure 4d). 

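Called genes of the MAPK, TNF and cytokine lists went in both directions, higher more often than lower. Over all tested genes 1958 were higher and 1588 lower, so such an excess alone is not particular to a list. Most called genes of energy metabolism were higher. The lists were not tested against each other. Of 174 genes of the MAPK pathway, 37 were higher and 23 lower (40 and 29 when adjusted over the list alone). The small GTPase gene RAC2 rose from 23.8 ± 1.20 to 50.0 ± 1.44 FPKM, and the kinase gene MAPK8 (JNK1) and the transcription factor gene SRF fell (log2 fold changes 1.04, −0.60 and −0.42; adjusted p = 4.57e-05, 0.00111 and 0.00464). Of 73 genes of TNF signaling, 15 were higher and 11 lower (17 and 12 when adjusted over the list alone). The receptor gene TNFRSF1B and the caspase gene CASP10 rose (log2 fold changes 0.78 and 0.66, adjusted p = 0.00116 and 0.00444). Of 115 cytokines and cytokine receptors, 24 were higher and 10 lower (24 and 10 when adjusted over the list alone), with TNFRSF11B, the decoy receptor osteoprotegerin, at −1.02 (adjusted p = 4.70e-04). As lists, MAPK, TNF and cytokine genes did not pass the threshold (camera adjusted p = 0.572, 0.904 and 0.362; median log2 fold changes 0.02, 0.00 and 0.05). The MAPK list held more called members than chance gives (one-sided Fisher exact test, adjusted p = 0.0131).

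Of 79 nuclear-encoded genes of oxidative phosphorylation, 29 were higher and 0 lower (38 and 0 when adjusted over the list alone), with a median log2 fold change of 0.18 (camera adjusted p = 2.57e-09; adjusted p = 0.727 with an estimated correlation). NDUFB9 of complex I rose from 189 ± 9.97 to 249 ± 20.0 FPKM, CYC1 of complex III from 85.9 ± 4.47 to 106 ± 4.62 FPKM and ATP5G3 of the ATP synthase from 285 ± 18.0 to 367 ± 20.3 FPKM (log2 fold changes 0.39, 0.30 and 0.37; adjusted p = 0.00346, 0.00394 and 0.00350). None of the 13 mitochondrially encoded genes was called alone (0 higher and 0 lower, also when adjusted over the list alone), among them MT-CO2 at −0.19 and MT-ATP8 at −0.37. As a list they were lower (median log2 fold change −0.21, camera adjusted p = 0.0406; adjusted p = 0.818 with an estimated correlation). That call was lost without H/R replicate 1 (0.0903), H/R replicate 3 (0.272), H/R+BA replicate 2 (0.0537), H/R+BA replicate 4 (0.0997; adjusted p without each in parentheses), and also on the deposited normalized counts (adjusted p = 0.192) and with FPKM rescaled by median ratios (adjusted p = 0.0501).

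Of 23 glycolysis genes, 11 were higher and 0 lower (12 and 0 when adjusted over the list alone), with a median log2 fold change of 0.27 (camera adjusted p = 1.30e-04; adjusted p = 0.722 with an estimated correlation). LDHA, the lactate dehydrogenase, rose from 1668 ± 37.9 to 2152 ± 131 FPKM, ENO1, an enolase, from 1773 ± 50.1 to 2205 ± 83.7 FPKM and the hexokinase gene HK2 from 27.1 ± 2.06 to 34.2 ± 1.57 FPKM (adjusted p = 0.00443, 0.00632 and 0.00596). Of 26 genes of the TCA cycle, 9 were higher and 1 lower (11 and 2 when adjusted over the list alone; camera adjusted p = 0.0226; adjusted p = 0.818 with an estimated correlation). IDH1 and IDH2, the isocitrate dehydrogenases that make NADPH, had log2 fold changes of 0.42 and 0.28 (adjusted p = 6.73e-04 and 0.0139), and PDHB, a subunit of pyruvate dehydrogenase, was the lower one. The TCA list lost its call without H/R replicate 2 (0.110) and H/R+BA replicate 1 (0.0563; adjusted p without each in parentheses).

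Of 31 genes of fatty acid oxidation, 8 were higher and 1 lower (9 and 1 when adjusted over the list alone; median log2 fold change 0.12, camera adjusted p = 0.0104; adjusted p = 0.769 with an estimated correlation). The fatty acid transporter gene CD36 and the electron transfer gene ETFB rose and ACSL1, an acyl-CoA synthetase gene, fell (log2 fold changes 0.96, 0.33 and −0.32; adjusted p = 9.43e-04, 0.00352 and 0.00480). Of 16 genes of fatty acid synthesis, 5 were higher and 0 lower (6 and 1 when adjusted over the list alone), the desaturase genes FADS1 and FADS2 (0.34 and 0.42, adjusted p = 0.00420 and 0.00133) with ELOVL6, PNPLA3 and TMEM97. This list did not pass with all libraries (camera adjusted p = 0.0561), and passed without H/R replicate 1 (0.0399) and H/R replicate 3 (0.0432), and with no filter (0.0112), with a filter at 10 normalized counts (0.0288), with FPKM rescaled to equal totals (0.0417), on the deposited normalized counts (0.0264) and with trends of transcript length and GC content removed (0.0173). Of 24 genes of cholesterol synthesis, 4 were higher and 3 lower (4 and 3 when adjusted over the list alone), EBP (0.38, adjusted p = 0.00717), STARD4 (0.58, adjusted p = 0.0137), FDFT1 and TM7SF2 being higher and IDI1 and SQLE among the lower ones (list, camera adjusted p = 0.452). The call of TM7SF2 was lost without H/R replicate 4 (0.0530), H/R+BA replicate 1 (0.0525) and H/R+BA replicate 2 (0.0604), and with no filter (0.0552) and with trends of transcript length and GC content removed (0.0644). The call of IDI1 was lost without H/R replicate 1 (0.0635), H/R replicate 3 (0.0704), H/R replicate 4 (0.0729), H/R+BA replicate 1 (0.0889), H/R+BA replicate 2 (0.0760) and H/R+BA replicate 4 (0.0684), and with no filter (0.0659) and with the replicate number as a block (0.0503).

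The lists of signaling pathways follow the paper's choice from these libraries and are not independent evidence of a direction.

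**Figure D2:**
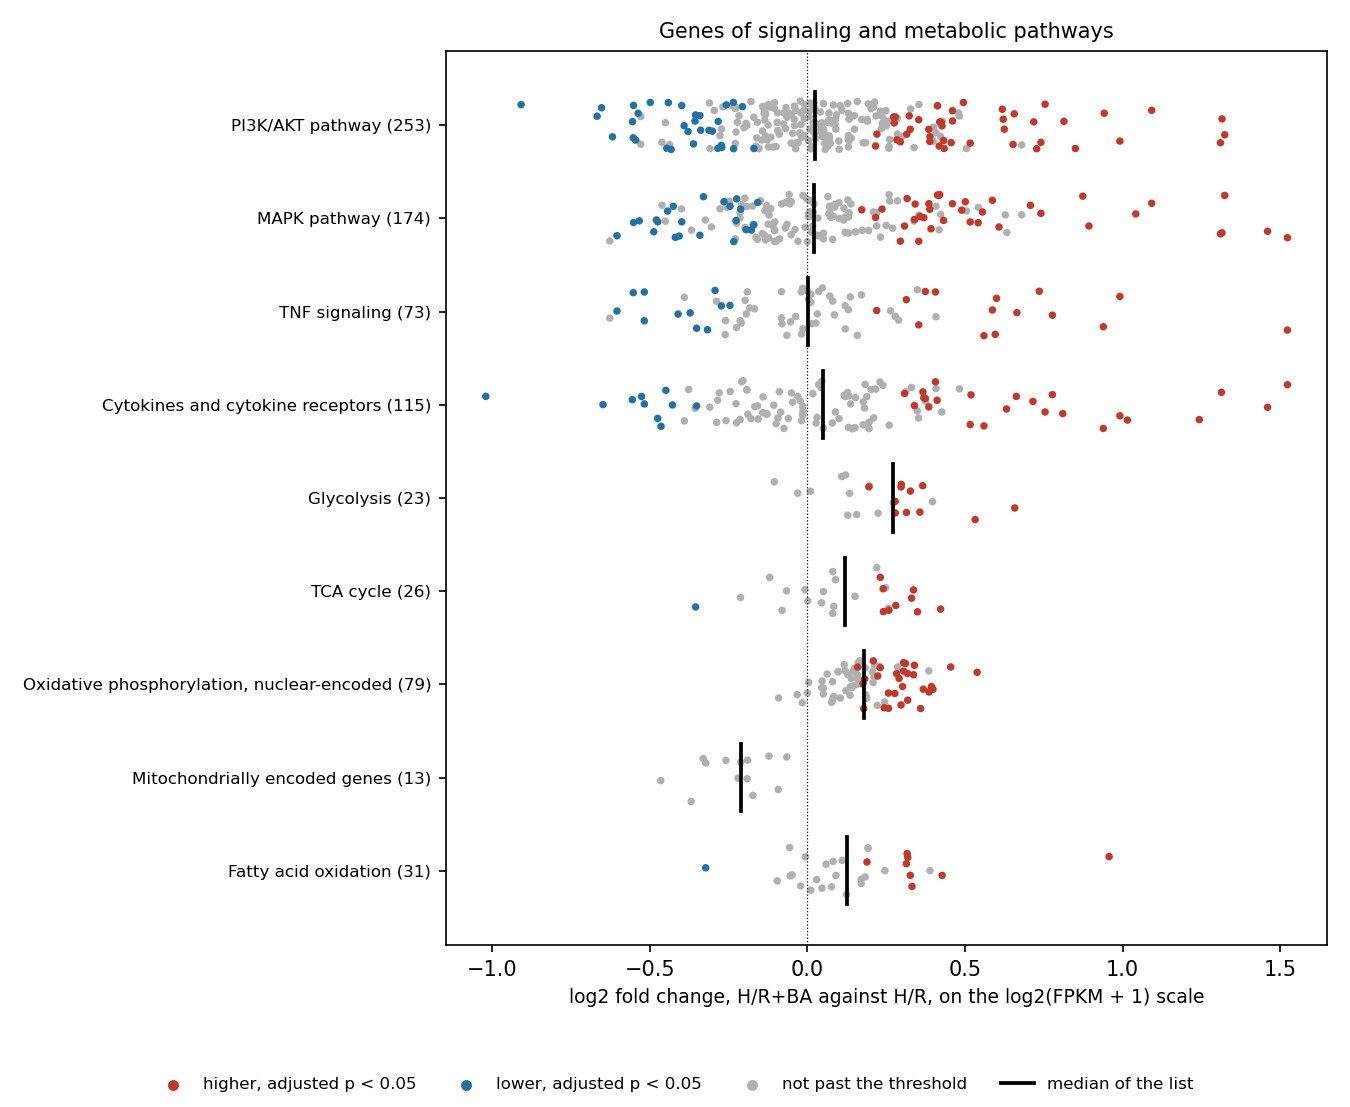
Log2 fold changes of the members of 9 gene lists in hiPS-CMs, H/R+BA against H/R, on the log2(FPKM + 1) scale, with 1 point per gene and the number of tested genes in parentheses. Points are red where higher and blue where lower at an adjusted p under 0.05, and the bar is the median, which lies at 0.02 for the PI3K/AKT pathway and at 0.27 for glycolysis.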

KEGG enrichment analysis revealed significant enrichment of survival‐ and stress‐related pathways, including PI3K/AKT, MAPK, TNF signaling, cytokine–cytokine receptor interactions, and metabolic pathways (Figure 4e). These changes indicate enhanced cell survival and tissue repair. 

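All called genes of calcium handling were higher in the H/R+BA group, called stress genes of cardiomyocytes were more often lower than higher, and called genes of apoptosis went both ways. BAX, the pore-forming protein of the outer mitochondrial membrane, had 128 ± 11.7 in the H/R group and 146 ± 8.39 in the H/R+BA group (FPKM, SD, n = 4; log2 fold change 0.20, adjusted p = 0.0752), past the threshold on the deposited normalized counts alone among the settings tried (adjusted p = 0.0140). BCL2 lay below 1 FPKM in both groups (0.283 and 0.209) and was not tested.

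Of 26 apoptosis effectors, 3 were higher and 5 lower (7 and 6 when adjusted over the list alone). BOK, a relative of BAX, fell by 0.37 on the log2 scale, while CASP10 rose (adjusted p = 0.00122 and 0.00444). Among the others APAF1, BCL2L11 and BMF were lower, and CYCS and ENDOG higher. The call of ENDOG was lost with trends of transcript length and GC content removed (0.122). The median of this list was 0.03 and its mean −0.00465 (camera adjusted p = 0.974). Of 10 apoptosis inhibitors, 0 were higher and 2 lower (0 and 1 when adjusted over the list alone). CFLAR, which blocks caspase 8, had a log2 fold change of −0.32 (adjusted p = 0.00603), a call lost when trends with transcript length and GC content were removed (adjusted p = 0.0558). BIRC3 had one of −0.41 (adjusted p = 0.0447), lost without each of H/R replicate 2 (0.0867), H/R replicate 3 (0.0739), H/R replicate 4 (0.0888), H/R+BA replicate 1 (0.116), H/R+BA replicate 2 (0.106), H/R+BA replicate 3 (0.0730), when no filter was applied (0.115), with FPKM rescaled to equal totals (0.0862) and with those trends removed (0.107; adjusted p in parentheses). The inhibitors as a list did not differ from other genes (camera adjusted p = 0.466).

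Of 30 genes of calcium handling and cardiac ion channels, 12 were higher and 0 lower (12 and 0 when adjusted over the list alone), with a median log2 fold change of 0.16 (camera adjusted p = 0.00152; adjusted p = 0.769 with an estimated correlation). The potassium channel gene KCNJ5 rose from 0.847 ± 0.225 to 3.27 ± 0.332 FPKM and the connexin gene GJA5 from 10.4 ± 1.47 to 17.0 ± 1.64 FPKM (log2 fold changes 1.21 and 0.66, adjusted p = 2.71e-04 and 0.00242). Of 13 fetal and stress genes of cardiomyocytes, 1 was higher and 5 lower (1 and 5 when adjusted over the list alone; camera adjusted p = 0.137). ANKRD1, a stretch-responsive protein of the sarcomere, fell from 1382 ± 278 to 791 ± 72.5 FPKM, FLNC, a filamin of the Z-disc, from 301 ± 36.9 to 213 ± 3.60 FPKM and RCAN1, a calcineurin target gene, from 47.6 ± 8.82 to 28.7 ± 0.983 FPKM (log2 fold changes −0.79, −0.49 and −0.69; adjusted p = 0.00352, 0.00320 and 0.00384). CTGF and NPPB were lower as well, and GDF15 was higher (log2 fold change 1.31). This list passed without H/R replicate 2 (0.0154). Of 32 sarcomere genes, 3 were higher and 3 lower (3 and 3 when adjusted over the list alone; median log2 fold change 0.00, camera adjusted p = 0.904). MYPN, FHL2 and TNNI3 were the higher ones (log2 fold changes 0.65, 0.61 and 0.46), and ANKRD1, NEXN and XIRP1 the lower ones (−0.68 for NEXN and −0.59 for XIRP1). The XIRP1 call was lost without H/R+BA replicate 4 (0.0513) and when no filter was applied (0.0641), as was the FHL2 call with no filter (0.0599; adjusted p in parentheses).

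Of 41 genes of the S phase, 7 were higher and 3 lower (7 and 3 when adjusted over the list alone; camera adjusted p = 0.284), with UHRF1 and DTL at log2 fold changes of 0.86 and 0.80 (adjusted p = 5.72e-04 and 0.00320) and PCNA and UBR7 among the lower ones. Of 30 genes of the G2 and M phases, 5 were higher and 2 lower (5 and 2 when adjusted over the list alone; camera adjusted p = 0.283), with CDCA2 at 0.74 and the condensin gene NCAPD2 at −0.51 (adjusted p = 6.84e-04 and 0.00165), AURKA, CCNB1, PRC1 and TPX2 also higher and HMMR also lower. This list passed without H/R replicate 2 (0.00908). The call of PRC1 was lost without H/R replicate 3 (0.0514), H/R replicate 4 (0.0544), H/R+BA replicate 1 (0.0586) and H/R+BA replicate 3 (0.0576), and with no filter (0.0744). The call of AURKA was lost with the replicate number as a block (0.0547). These are transcript levels of cultures, and no protein, cell death or division was measured in these libraries.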

Gene Set Enrichment Analysis (GSEA) further confirmed the upregulation of the PI3K/AKT signaling pathway in the H/R+BA group (Figure 4f), suggesting its key role in BA sheets‐mediated cardioprotection.

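Within the PI3K/AKT pathway, secreted ligands and matrix genes were more often higher than lower in the H/R+BA group, and called receptors and intracellular members were evenly split, a contrast that was not tested. Of 253 members tested, 43 were higher and 32 lower (48 and 39 when adjusted over the list alone), with a median log2 fold change of 0.02. Over all tested genes 1958 were higher and 1588 lower. The 81 ligands, extracellular matrix proteins and integrins held 19 higher and 8 lower genes (median 0.05), and the 172 receptors and intracellular members 24 and 24 (median 0.02).

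FGF23, a secreted growth factor, rose from 0.674 ± 0.142 to 3.15 ± 0.293 FPKM and PGF, a ligand of VEGF receptor 1, from 5.57 ± 1.01 to 15.3 ± 1.59 FPKM (SD, n = 4; adjusted p = 1.59e-04 and 2.68e-04). CCND2, a cyclin that acts late in the pathway, rose from 7.86 ± 0.341 to 12.7 ± 0.613 FPKM (log2 fold change 0.62, standard error 0.06, adjusted p = 3.55e-04). ANGPT1 and THBS4 also count among its ligands and matrix proteins. Of the tested members, 10 are labelled in Fig. 4c and 4 are endothelial markers, so the list is not independent evidence of a direction.

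Against all other genes the list did not pass the threshold (camera adjusted p = 0.606; adjusted p = 0.769 with an estimated correlation), nor did its receptors and intracellular members alone (adjusted p = 0.895). Tested by itself without other genes for comparison, it moved on balance upwards (fry, adjusted p = 0.00508). Preranked GSEA with fgsea over all 14334 genes gave an enrichment score of 0.287 and a normalized score (NES) of 1.29 (adjusted p = 0.0681). Ranked by log2 fold change over the 5516 genes at an unadjusted p under 0.05, the NES was 1.41 (adjusted p = 0.0977). With the authors' deposited fold changes over the 6329 genes at their p under 0.05, it was 1.41 (adjusted p = 0.0752), and over the 5079 of these that were tested here 1.50 (adjusted p = 0.0453). The adjustment covers the gene lists written here. Before it the fgsea p was 0.0362 over 14334 genes, 0.0538 over 5516, 0.0288 over 6329 and 0.0183 over 5079. The members were listed from memory of the KEGG map before the data were examined, and may differ from the set in Fig. 4f.

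The paper reasons from enriched terms of the DEGs to this pathway, and states that GSEA shows it to be upregulated in the H/R+BA group. From this the paper proposes that PI3K/AKT signaling has a key role in the cardioprotection by BA sheets.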

**FIGURE 4:**
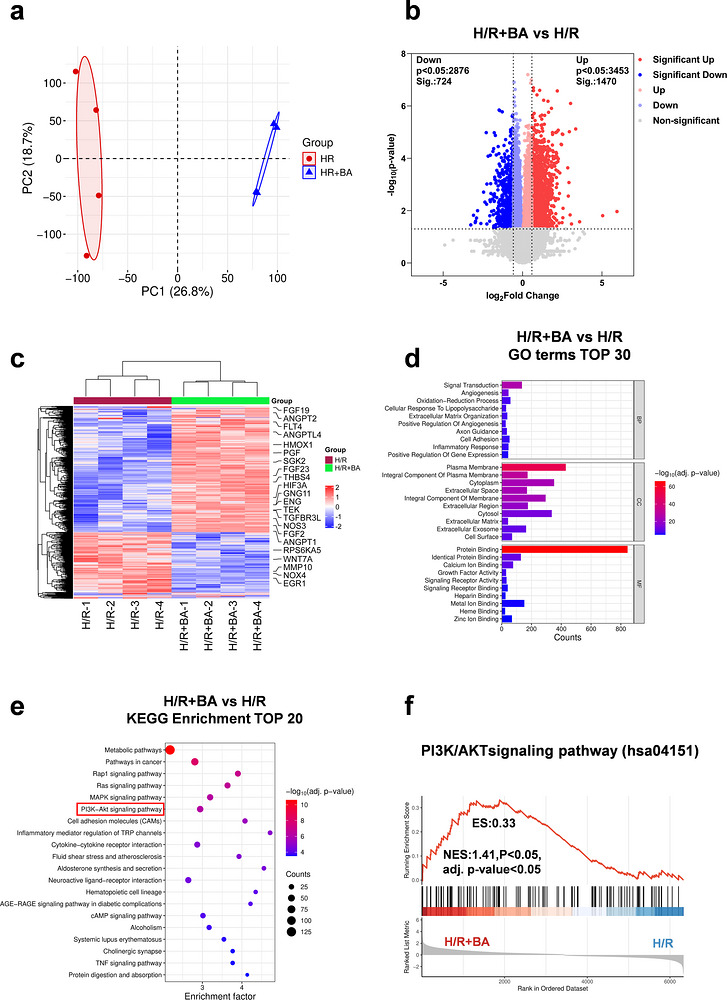
Transcriptomic profiling reveals regulatory effects of BA sheets on cardiomyocytes following H/R injury. (a) PCA showing clear separation of samples from the H/R and H/R+BA groups (n = 4 per group). (b) Volcano plot displaying the distribution of DEGs between H/R and H/R+BA groups. (c) Heatmap illustrating the hierarchical clustering of DEGs across the H/R and H/R+BA groups. (d) GO enrichment analysis showing the top 30 biological processes, cellular components, and molecular functions associated with the DEGs. (e) KEGG enrichment analysis highlighting the top 20 significantly enriched pathways. (f) Gene Set Enrichment Analysis (GSEA) indicates activation of the PI3K/AKT signaling pathway in the H/R+BA group.

BAs secrete bioactive factors that regulate systemic and local metabolic activities. Among these, neuregulin 4 (NRG4), a member of the epidermal growth factor family, is predominantly expressed in the peripheral tissues, with the highest abundance found in BAT, which has significant therapeutic potential [30]. NRG4 is a ligand of the ErbB4 receptor on the surface of target cells. Upon ligand binding, ErbB4 initiates a cascade of pro‐survival signaling events by activating downstream pathways, including PI3K/AKT, AMPK/mTOR, and STAT5 [30, 31, 32]. 

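In hiPS-CMs after H/R, ERBB4 was expressed at a low level and was not called between the groups, and the PI3K subunit genes that were called were lower in the H/R+BA group. ERBB4, the receptor of NRG4 (ENSG00000178568), had 1.71 ± 0.611 in the H/R group and 1.55 ± 0.147 in the H/R+BA group (FPKM, SD, n = 4), a log2 fold change of −0.06 (standard error 0.15, adjusted p = 0.786). Its direction turned without H/R replicate 3 (log2 fold change 0.0662) and with trends of transcript length and GC content removed (log2 fold change 0.0523, adjusted p = 0.814). NRG4, which in the experiment is supplied by rat BA sheets, lay below the filter in the human cells (0.122 ± 0.0704 and 0.170 ± 0.0910 FPKM).

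PIK3CA, the catalytic subunit p110 alpha, fell from 10.8 ± 0.896 to 6.75 ± 1.28 FPKM (log2 fold change −0.62, standard error 0.12, adjusted p = 0.00561). PIK3CD, the delta subunit, had a log2 fold change of −0.55 (adjusted p = 0.0159; 0.0515 when no filter was applied). The beta subunit gene PIK3CB had −0.30 (adjusted p = 0.0554) and the regulatory subunit gene PIK3R1 0.29 (adjusted p = 0.0755). PIK3CB passed the threshold without H/R replicate 1 (0.0444), with FPKM rescaled by median ratios (0.0466) and on the deposited normalized counts (0.00606), and PIK3R1 without H/R replicate 3 (0.0442), without H/R+BA replicate 4 (0.0423) and with trends of transcript length and GC content removed (0.0225; adjusted p in parentheses).

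AKT1, a kinase gene downstream of PI3K, had 76.3 ± 4.55 and 84.7 ± 4.39 FPKM (log2 fold change 0.15, adjusted p = 0.0931; 0.0458 on the deposited normalized counts). AKT2 had a log2 fold change of −0.05 (adjusted p = 0.663), which turned to 0.0134 on those counts.

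Of 15 ligands, receptors and other genes of the ErbB family, 2 were higher and 1 lower (2 and 2 when adjusted over the list alone; camera adjusted p = 0.601). HBEGF, a ligand of EGFR and ErbB4, fell from 29.0 ± 3.09 to 19.4 ± 1.79 FPKM (log2 fold change −0.56, adjusted p = 0.00282). NRG1 and NRG2, neuregulins that bind ErbB3 and ErbB4, had log2 fold changes of 0.42 and 0.43 (adjusted p = 0.0334 and 0.0204). The NRG1 call was lost without H/R replicate 1 (0.0620), H/R replicate 2 (0.0554), H/R replicate 3 (0.0623), H/R+BA replicate 1 (0.0757), H/R+BA replicate 2 (0.0915), H/R+BA replicate 4 (0.0831), when no filter was applied (0.0900) and on the deposited normalized counts (log2 fold change 0.03; adjusted p in parentheses). The NRG2 call was lost without H/R+BA replicate 1 (0.0512) and H/R+BA replicate 2 (0.0567), with the replicate number as a block (0.0547) and when no filter was applied (0.0692; adjusted p in parentheses). RNA levels do not measure phosphorylation of ErbB4, PI3K or AKT.

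**Figure D3:**
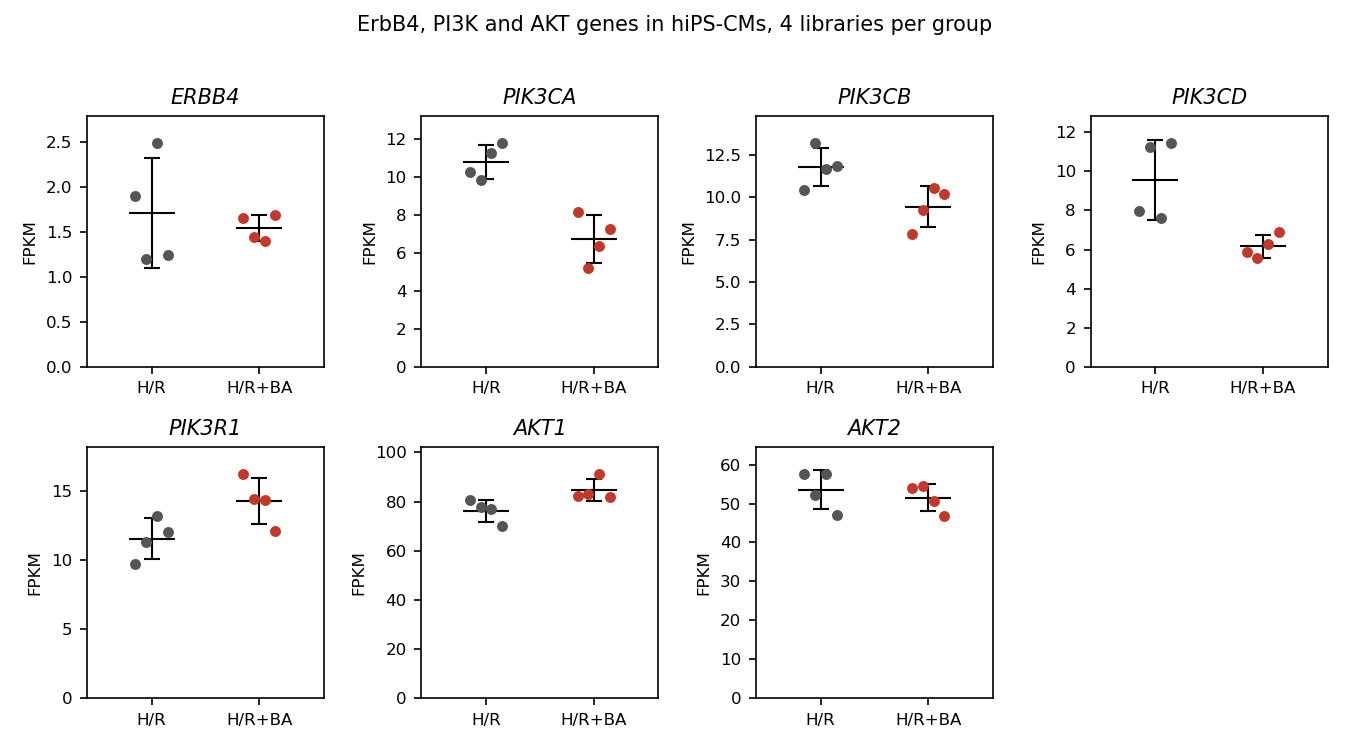
FPKM of ERBB4, 4 PI3K subunit genes, AKT1 and AKT2 in each of the 4 H/R and 4 H/R+BA libraries of hiPS-CMs (points), with the mean and SD (black). PIK3CA and PIK3CD are lower in every H/R+BA library than in any H/R library.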

Based on these observations and our transcriptomic findings, we hypothesized that ErbB4 is a candidate through which BA sheets may exert cardioprotective effects by interacting with NRG4. The NRG4–ErbB4 interaction may activate the PI3K/AKT signaling pathway, potentially modulating the downstream NRF2/HO‐1 antioxidant axis. Given the established role of NRF2/HO‐1 signaling in mitigating ferroptosis, we speculated that this mechanism may contribute to enhanced cardiomyocyte survival under H/R conditions. The proposed model offers a potential molecular link between BA sheets‐derived paracrine signaling and the pro‐survival transcriptional reprogramming observed in our RNA sequencing data.

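Called target genes of NRF2 were mostly higher in the H/R+BA group, with HMOX1 the most strongly raised, and the lists of genes that suppress or drive ferroptosis did not pass the threshold. HMOX1, which encodes HO-1 (ENSG00000100292; chromosome 22, 35380361 to 35394214 in GRCh38), had 12.7 ± 4.63 in the H/R group and 34.6 ± 3.03 in the H/R+BA group (FPKM, SD, n = 4), a log2 fold change of 1.44 (standard error 0.21). Of 37 NRF2 target genes tested, 18 were higher and 2 lower (22 and 2 when adjusted over the list alone), with a median log2 fold change of 0.28 (camera adjusted p = 7.99e-05; adjusted p = 0.499 with an estimated correlation). NQO1, a quinone reductase, rose from 54.2 ± 8.74 to 87.3 ± 5.38 FPKM and FTL, the ferritin light chain that stores iron, from 2462 ± 228 to 3268 ± 60.3 FPKM (log2 fold changes 0.69 and 0.41, adjusted p = 0.00170 and 0.00619). AKR1C3, whose paralogs can share its reads, had a log2 fold change of 1.07 (adjusted p = 6.73e-04). GCLC, the catalytic subunit of the first enzyme of glutathione synthesis, fell from 24.2 ± 2.49 to 18.1 ± 1.10 FPKM (log2 fold change −0.40, adjusted p = 0.00711), and PGD was lower as well. Of the NRF2 targets, 17 are also on the list of oxidation-reduction enzymes.

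NFE2L2, the gene of NRF2 itself, had 40.4 ± 3.36 in the H/R group and 43.1 ± 2.05 in the H/R+BA group (FPKM, SD, n = 4), a log2 fold change of 0.09 (adjusted p = 0.339), which turned to −0.0334 on the deposited normalized counts. SLC7A11, the cystine transporter xCT, had 2.51 ± 0.760 and 3.67 ± 0.585 FPKM (log2 fold change 0.43, adjusted p = 0.0640). It passed the threshold without H/R replicate 4 (0.0106), on the deposited normalized counts (0.0179) and with trends of transcript length and GC content removed (0.0265; adjusted p in parentheses). GPX4, the enzyme that reduces lipid peroxides, had a log2 fold change of 0.10 (adjusted p = 0.234), and TFRC, the transferrin receptor, 0.08 (adjusted p = 0.589). Both turned in 1 setting, GPX4 to −0.00321 with those trends removed and TFRC to −0.0234 on the normalized counts. ACSL4, which makes the lipids that are oxidized in ferroptosis, had a log2 fold change of −0.26 (adjusted p = 0.0345). Its call was lost without H/R replicate 1 (0.0549), H/R replicate 3 (0.0743), H/R replicate 4 (0.0807), H/R+BA replicate 2 (0.0653), H/R+BA replicate 3 (0.0931), H/R+BA replicate 4 (0.0787), when no filter was applied (0.0869), with the replicate number as a block (0.0906) and with trends of transcript length and GC content removed (0.122; adjusted p in parentheses).

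Of 32 suppressors of ferroptosis, 5 were higher and 3 lower (5 and 3 when adjusted over the list alone; camera adjusted p = 0.579), with COQ2, an enzyme of coenzyme Q synthesis, at a log2 fold change of −0.70 (adjusted p = 0.00162). GCLC and VKORC1L1 were the other lower ones, and FDFT1, FTH1, FTL, GPX1 and NQO1 the higher ones. Of 31 drivers, 7 were higher and 3 lower (7 and 3 when adjusted over the list alone; camera adjusted p = 0.466), the lower ones being ACSL4, HMGB1 and NOX4. CHAC1, which degrades glutathione, rose from 5.57 ± 1.31 to 13.2 ± 0.374 FPKM and SAT1, a polyamine-degrading enzyme, from 379 ± 38.1 to 528 ± 22.7 FPKM (log2 fold changes 1.14 and 0.48, adjusted p = 5.76e-04 and 0.00221). SLC1A5, a glutamine transporter gene, had a log2 fold change of 0.44 (adjusted p = 0.00251). Protein levels and the location of NRF2 in the cell were not measured in these libraries.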

### 3.10 BA Sheets Can Alleviate Ferroptosis and Mitochondrial Dysfunction in H/R‐Stressed Cardiomyocytes in an ErbB4–Dependent Manner

To validate our hypothesis, we introduced AST1306, an inhibitor of ErbB4, into the H/R+BA group and examined ferroptosis‐related parameters, including ROS, mitochondrial membrane potential (ΔΨm), and intracellular ferrous iron (Fe^2+^) (Figure 5a–f). ROS levels were significantly elevated in cardiomyocytes subjected to H/R compared with those in the Control group (Figure 5a,d). Treatment with BA sheets effectively reduced ROS accumulation; however, this protective effect was attenuated by the addition of AST1306, resulting in a rebound in ROS levels. Similarly, ΔΨm, represented by the JC‐1 monomer/aggregate ratio (Figure 5b,e), and intracellular Fe^2+^ levels (Figure 5c,f) followed the same trend as ROS, showing significant impairment after H/R that was mitigated by BA sheets but partially reversed by AST1306. These findings indicated that BA sheets confer cardioprotection by inhibiting ferroptosis in an ErbB4–dependent manner.

**FIGURE 5:**
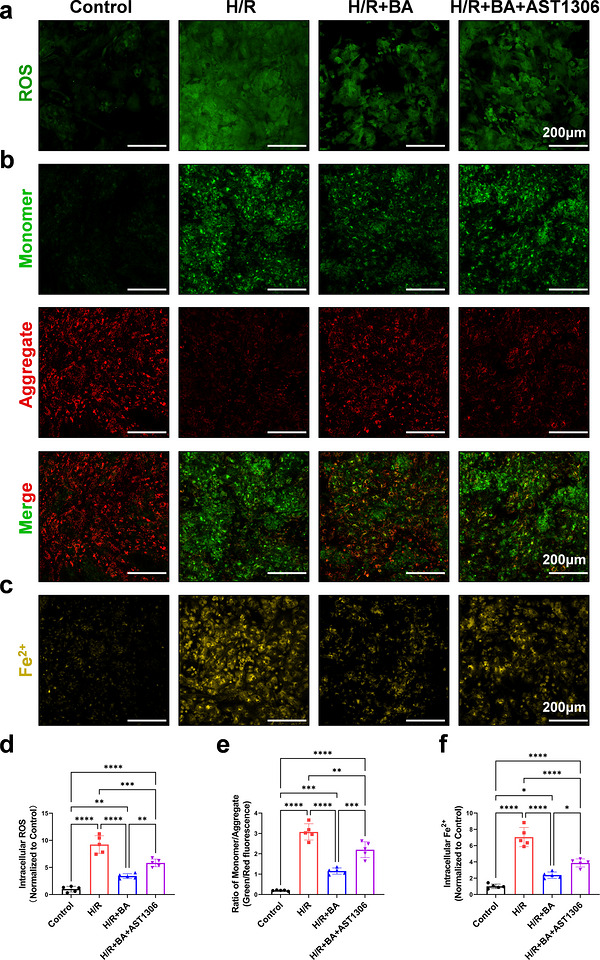
BA sheets alleviate ferroptosis‐related oxidative stress following H/R injury in cardiomyocytes in an ErbB4–dependent manner. (a) Representative fluorescence images of intracellular ROS in cardiomyocytes. (b) JC‐1 staining showing mitochondrial membrane potential (ΔΨm), where red fluorescence (aggregates) indicates polarized mitochondria and green fluorescence (monomers) indicates depolarized mitochondria. (c) Fluorescent images of intracellular ferrous iron (Fe^2+^) levels detected by FerroOrange fluorescence probe. (d–f) Quantification of fluorescence intensity for ROS (d), JC‐1 ratio (monomer/aggregate) (e), and intracellular Fe^2+^ (f), respectively, normalized to the Control group. The same group sizes (n = 5) and scale bars (200 µm) were used for all four groups (Control, H/R, H/R+BA, and H/R+BA+AST1306). Data are presented as mean ± SD. Statistical significance was determined by one‐way ANOVA followed by Tukey's post‐hoc test. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001; ^****^ *p* < 0.0001.

To further elucidate the protective mechanism of the BA sheets, we examined their mitochondrial ultrastructure using transmission electron microscopy (TEM). H/R induces pronounced mitochondrial damage, including the disruption of membranes, loss of cristae, and swelling. Flameng scores revealed significantly elevated mitochondrial injury in the H/R group, which was mitigated by the BA sheets. However, this protective effect was partially reversed by co‐treatment with the ErbB4 inhibitor AST1306 (Figure 6a,b). Mitochondrial respiratory function was evaluated using Seahorse XF analysis (Figure 6c–h). H/R significantly impaired mitochondrial function, as reflected by reductions in basal respiration, ATP production, maximal respiration, spare‐respiratory capacity, and nonmitochondrial respiration (Figure 6d–h). Treatment with the BA sheets effectively restored these functional parameters. Similarly, co‐treatment with AST1306 partially blocked recovery, except for nonmitochondrial respiration. These results indicated that the mitochondrial protective effects of BA sheets depend on ErbB4 activation.

**FIGURE 6:**
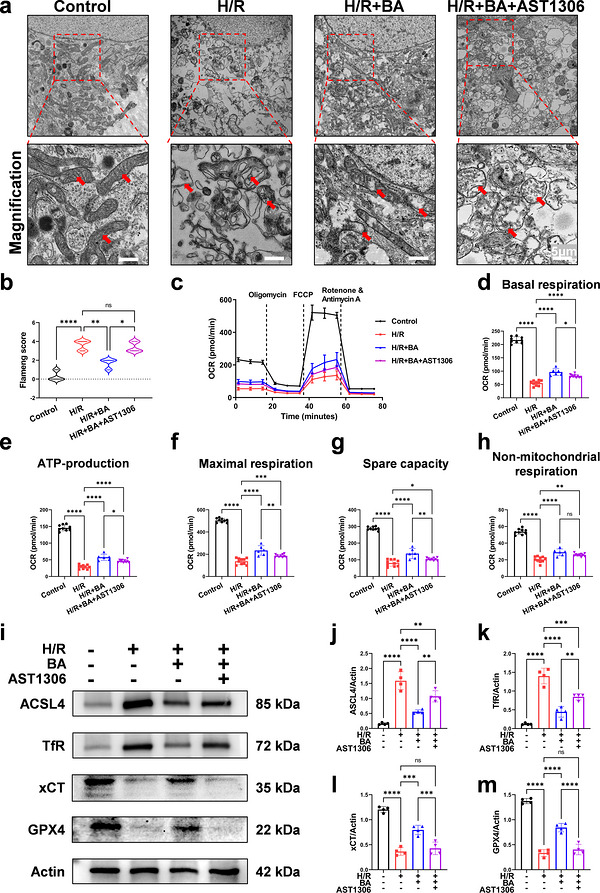
BA sheets preserve mitochondrial integrity and suppress ferroptosis in H/R‐injured cardiomyocytes in an ErbB4–dependent manner. (a) Representative transmission electron microscopy (TEM) images of cardiomyocyte mitochondria. The upper panels show the original field, and the lower panels display magnified views of the boxed regions. Red arrows indicate mitochondria, scale bar = 5 µm. (b) Analysis of mitochondrial ultrastructural damage based on the Flameng scoring criteria (n = 10 per group). Data are expressed as medians with interquartile ranges and were analyzed using the Kruskal–Wallis test followed by Dunn's multiple comparisons test. (c) Seahorse XF analysis of mitochondrial oxygen consumption rate profiles in cardiomyocytes. (d–h) Quantification of basal respiration (d), ATP production (e), maximal respiration (f), spare capacity (g), and nonmitochondrial respiration (h). (i) Representative western blots of ferroptosis‐related proteins (ACSL4, TfR, xCT, and GPX4). (j–m) Densitometric quantification of ACSL4 (j), TfR (k), Xct (l), and GPX4 (m) expression levels normalized to those of the Control group (n = 4 per group). Data are presented as mean ± SD. Statistical significance was determined by one‐way ANOVA, followed by Tukey's post‐hoc test. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001; ^****^ *p* < 0.0001; ns, not significant.

To validate the impact of ferroptosis at the molecular level, we analyzed key ferroptosis‐related proteins. Western blot analysis showed that H/R upregulated the ferroptosis‐promoting proteins ACSL4 and TfR and downregulated the ferroptosis‐inhibitory proteins xCT and GPX4 (Figure 6i–m). The BA sheets reversed these changes. However, this modulation was markedly attenuated by AST1306, further supporting the regulatory role of ErbB4 in ferroptosis. These results confirm that the BA sheets exert cardioprotective effects by mitigating ferroptosis and preserving mitochondrial structure and function via an ErbB4–dependent mechanism.

### 3.11 BA Sheets Protect Cardiomyocytes Against Ferroptosis by Modulating ErbB4 and Activating the PI3K/AKT and NRF2/HO‐1 Signaling Pathways Following H/R Injury

To elucidate the molecular mechanism by which BA sheets suppress ferroptosis in cardiomyocytes after H/R injury, guided by our previous transcriptomic analysis, we examined the key protein ErbB4 and its downstream antioxidant pathways, PI3K/AKT and NRF2/HO‐1. Western blot analysis revealed that H/R significantly decreased the phosphorylation levels of ErbB4, PI3K, and AKT (Figure 7a–i), indicating the suppression of this signaling pathway. Conversely, nuclear NRF2 level was increased in the H/R group (Figure 7j,k), which was consistent with a cellular compensatory response to oxidative stress and ferroptosis. HO‐1 expression, a downstream antioxidant enzyme regulated by NRF2, also showed an upward trend (Figure 7l,m), reflecting the activation of endogenous antioxidant defenses. Treatment with BA sheets‐conditioned medium significantly restored the phosphorylation of ErbB4, PI3K, and AKT, further promoting NRF2 nuclear translocation and enhancing HO‐1 expression. These results suggest that BA sheets activate the ErbB4 and PI3K/AKT signaling pathways, which facilitate NRF2‐mediated antioxidant responses to mitigate ferroptosis. Furthermore, co‐treatment with the ErbB4 inhibitor AST1306 partially abolished the phosphorylation of ErbB4, PI3K, and AKT and reduced nuclear NRF2 accumulation and HO‐1 expression, confirming the crucial role of ErbB4 activation in this protective mechanism.

**FIGURE 7:**
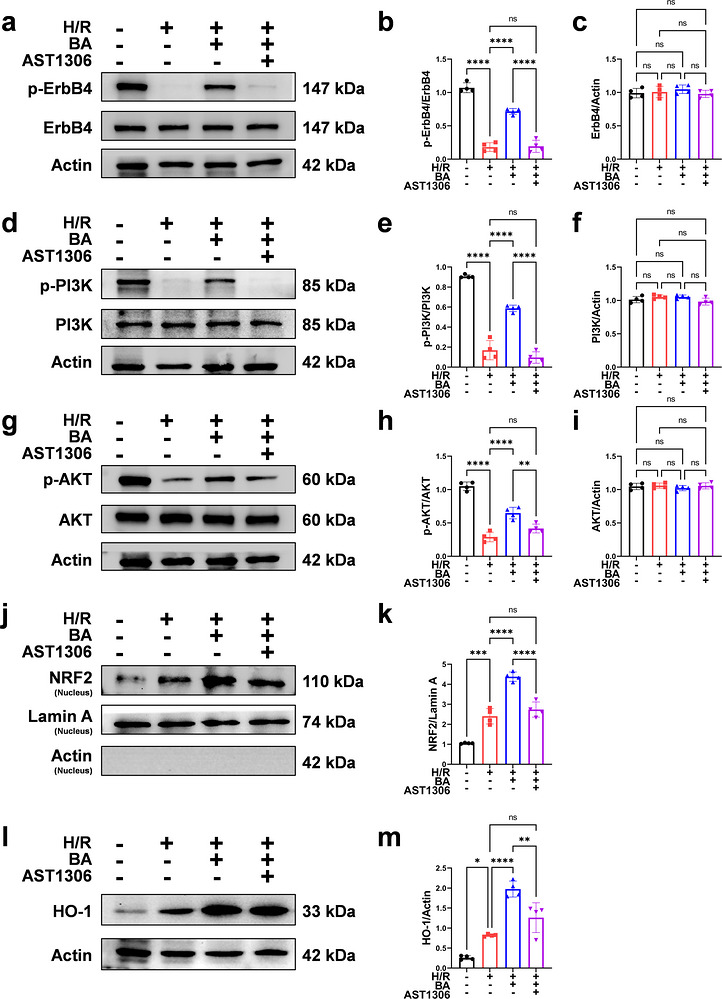
BA sheets protect cardiomyocytes against ferroptosis by activating ErbB4 and downstream PI3K/AKT and NRF2/HO‐1 signaling pathways following H/R injury. (a) Representative western blots of total and phosphorylated ErbB4. (b,c) Densitometric quantification of total and phosphorylated ErbB4 normalized to actin (n = 4 per group). (d) Representative western blots of total and phosphorylated PI3K levels. (e,f) Densitometric quantification of total and phosphorylated PI3K normalized to actin (n = 4 per group). (g) Representative western blots of total and phosphorylated AKT levels. (h,i) Densitometric quantification of total and phosphorylated AKT normalized to actin (n = 4 per group). (j) Representative western blots of NRF2 (nuclear fraction; Lamin A is loading control). (k) Densitometric quantification of NRF2 normalized to the Control group (n = 4 per group). (l) Representative western blot of HO‐1. (m) Densitometric quantification of HO‐1 normalized to that of the Control group (n = 4 per group). Data are presented as mean ± SD. Statistical significance was determined by one‐way ANOVA, followed by Tukey's post‐hoc test. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001; ^****^ *p* < 0.0001; ns, not significant.

### 3.12 BA Sheets Suppress Ferroptosis via NRG4–Dependent ErbB4 Activation in Cardiomyocytes Following H/R Injury

To further verify whether NRG4 mediates the activation of ErbB4 signaling and the anti‐ferroptotic effects of BA sheets, NRG4 was specifically silenced in BA sheets by siRNA transfection. The efficiency of NRG4 knockdown was confirmed by western blot analysis of NRG4 expression and ELISA measurement of NRG4 levels in the conditioned medium. Among the three tested siRNAs, siNRG4‐1 exhibited the highest knockdown efficiency and was therefore selected for subsequent experiments (Figure S6a–c). Cardiomyocytes subjected to H/R were then treated with conditioned media collected from BA sheets (H/R+BA), NRG4‐silenced BA sheets (H/R+BA+siNRG4), and negative control siRNA‐treated BA sheets (H/R+BA+siNC). Western blot analysis of ErbB4 and downstream AKT phosphorylation, combined with ferroptosis‐related assays (ROS, ΔΨm, and intracellular Fe^2^^+^), demonstrated that NRG4 knockdown markedly reduced ErbB4 and AKT phosphorylation and abolished the anti‐ferroptotic effects observed in the H/R+BA group. In contrast, ErbB4 activation, downstream AKT phosphorylation, and ferroptosis suppression were preserved in the H/R+BA+siNC group (Figure 8a–i). These findings indicate that NRG4 derived from BA sheets mediates ErbB4 activation and contributes to the suppression of ferroptosis in cardiomyocytes.

**FIGURE 8:**
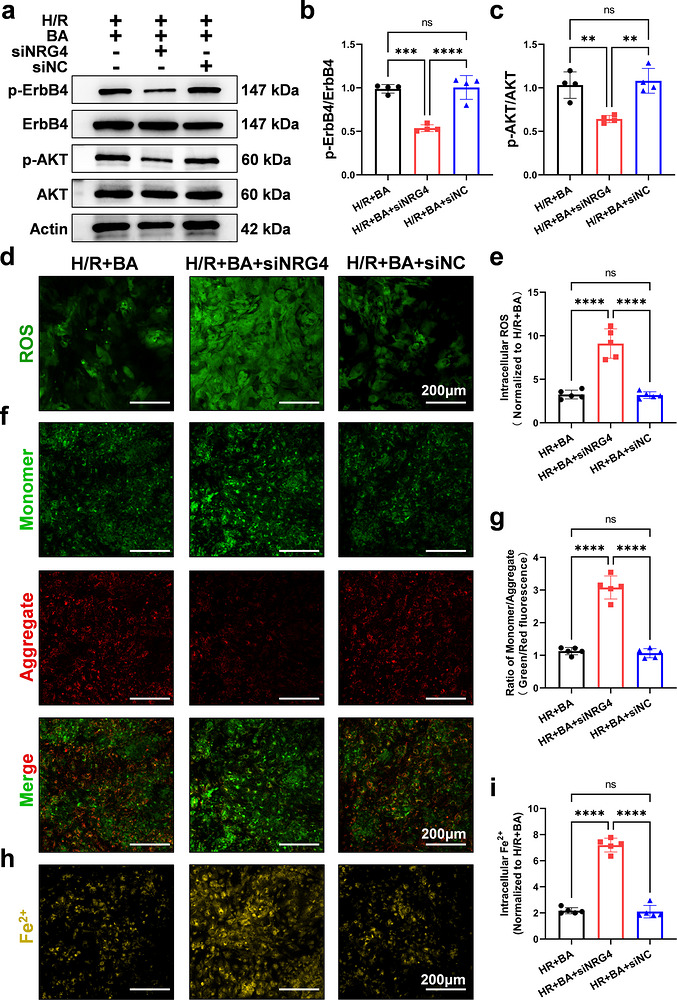
BA sheets activate ErbB4 and suppress ferroptosis in cardiomyocytes in an NRG4–dependent manner following H/R injury. (a) Representative western blots of total and phosphorylated ErbB4 and AKT. (b) Densitometric quantification of total and phosphorylated ErbB4 normalized to actin (n = 4 per group). (c) Densitometric quantification of total and phosphorylated AKT normalized to actin (n = 4 per group). (d) Representative fluorescence images of intracellular ROS in cardiomyocytes. (e) Quantification of fluorescence intensity for ROS (n = 5 per group). (f) JC‐1 staining showing mitochondrial membrane potential (ΔΨm), where red fluorescence (aggregates) indicates polarized mitochondria and green fluorescence (monomers) indicates depolarized mitochondria. (g) Quantification of fluorescence intensity for JC‐1 ratio (monomer/aggregate) (n = 5 per group). (h) Fluorescent images of intracellular ferrous iron (Fe^2+^) levels detected by FerroOrange fluorescence probe. (i) Quantification of fluorescence intensity for intracellular Fe^2+^ (n = 5 per group). The same scale bars (200 µm) were used for all three groups (H/R+BA, H/R+BA+siNRG4, and H/R+BA+siNC). Data are presented as mean ± SD. Statistical significance was determined by one‐way ANOVA followed by Tukey's post‐hoc test. ^**^ *p* < 0.01; ^***^ *p* < 0.001; ^****^ *p* < 0.0001; ns, not significant.

In summary, we constructed BA sheets and demonstrated that they protect cardiomyocytes against H/R‐induced ferroptosis by modulating the NRG4–ErbB4 axis and activating the PI3K/AKT pathway. This in turn promotes NRF2 nuclear translocation and HO‐1 expression, thereby enhancing antioxidant capacity and suppressing ferroptotic cell death.

## 4 Discussion and Conclusion

We constructed BA sheets, investigated their cardioprotective effects against myocardial I/R injury, and elucidated their underlying mechanisms. In a rat model, the transplantation of the BA sheets onto the injured heart surface significantly improved cardiac function, reduced ischemic size and fibrosis, alleviated ventricular remodeling, and promoted angiogenesis. In vitro, conditioned medium from the BA sheets enhanced cardiomyocyte survival and contractility, while suppressing apoptosis under H/R conditions. This markedly inhibited ferroptosis, a key form of regulated cell death in I/R injury. Moreover, the blockade of the NRG4–ErbB4 axis abolished these protective effects, underscoring its essential role. Mechanistically, our findings demonstrate for the first time that the BA sheets protect against myocardial I/R injury by activating the PI3K/AKT and NRF2/HO‐1 signaling pathways via NRG4–ErbB4 activation, thereby suppressing ferroptosis (Figure 9).

**FIGURE 9:**
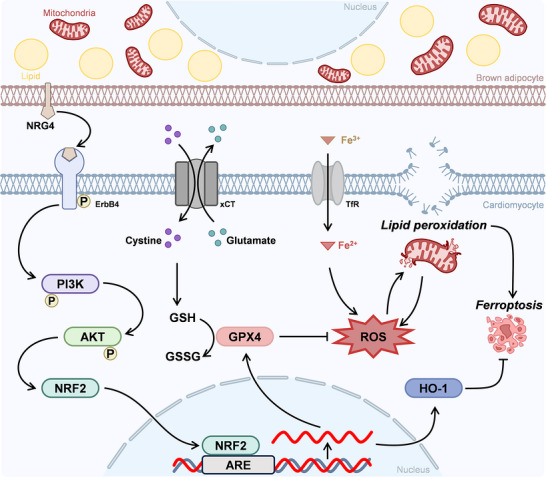
Schematic diagram of the underlying mechanism of BA sheets‐mediated therapy for myocardial I/R injury.

Myocardial I/R injury is a prolonged, multifaceted pathological process [33]. Various forms of cell death, including apoptosis [34], necrosis [35], autophagy [36], pyroptosis [37], and ferroptosis [38], contribute to its progression, with ferroptosis being predominant in later stages [8]. Although several ferroptosis‐targeting strategies have been proposed in the clinical context, effective interventions remain elusive. For example, glucocorticoids, which are commonly used to manage inflammation, allergies, and shock, hypothetically alleviate PCI‐related coronary inflammation. Despite their theoretical benefits, clinical data do not support the cardioprotective effects of glucocorticoids on myocardial I/R injury [39]. Other studies using isolated heart perfusion and coronary ligation models have demonstrated that iron chelators can reduce myocardial damage by suppressing ferroptosis [40, 41, 42]. However, the clinical use of iron chelators is limited by side effects, including gastrointestinal symptoms, liver damage, arthropathy, neutropenia, agranulocytosis, and zinc deficiency in patients with diabetes [43]. Thus, dissecting the cellular pathways and potential upstream regulators of ferroptosis is essential to identify novel, clinically translatable cardioprotective strategies.

BAT has received renewed attention after its identification in adults approximately 15 years ago [44]. Unlike white adipose tissue, which primarily functions as an energy‐storage depot, BAT specializes in energy expenditure by dissipating chemical energy as heat via nonshivering thermogenesis [45]. This distinctive thermogenic capacity allows BAT to contribute to the systemic energy balance and metabolic regulation [13]. BAT is a source of endocrine factors capable of regulating systemic metabolism, highlighting its potential as a therapeutic target in obesity and metabolic disorders [46]. Recent studies have begun to explore the cardiovascular effects thereof, primarily through the manipulation of the systemic function of BAT, either by surgical excision or ectopic transplantation, such as in the epididymal region [15, 18]. These approaches leverage BAT‐derived secretory factors but do not directly target the ischemic myocardium. However, the local paracrine effects of BAT and BAs on myocardial I/R injury remain unclear.

To the best of our knowledge, this is the first study to engineer BA sheets in vitro and directly transplant them onto the epicardial surface to treat myocardial I/R injury. This strategy was designed to enable BAs to exert localized and efficient therapeutic effects during the early phase of reperfusion. Echocardiographic analysis on day 1 post‐transplantation did not show a significant improvement in cardiac function. However, TTC/Evans Blue staining demonstrated a marked reduction in IS in the I/R+BA group at this early stage, suggesting rapid therapeutic efficacy (Figure 1c,i). This may be because, despite differences in IS on day 1, global cardiac compensatory mechanisms were still preserved and concealed the impact of regional injury on overall function, resulting in no detectable differences in cardiac function from echocardiography at this early time point [47]. After day 1, cardiac function in the I/R group progressively declined, whereas the I/R+BA group exhibited sustained improvement, consistent with the observed anti‐fibrotic and anti‐remodeling effects (Figures 1c,d, and 3b,e). Furthermore, extended observation to 28 days and inclusion of additional control groups confirmed the durability and specificity of BA sheet‐mediated cardioprotection. Neither PreBA nor WA sheets alleviated cardiac function or remodeling, whereas BA sheets maintained stable functional benefits and reduced fibrosis and hypertrophy over time. These findings highlight the sustained and cell‐type‐specific therapeutic effects of BA sheets (Figures S2e,f, and S3). The BA sheets treatment led to the highest vascular density in the peri‐infarct region, whereas no significant differences were detected between the Sham and I/R groups (Figure 2h). However, HUVECs assays showed that H/R impaired endothelial function in vitro, which was effectively restored by BA sheets treatment (Figures S4 and S5). The discrepancy between the in vivo and in vitro findings may be due to the presence of collateral circulation in vivo, which can obscure I/R‐induced angiogenic impairment. In contrast, all cells in vitro were uniformly subjected to H/R stress, revealing a direct proangiogenic effect of the BA sheets. Nevertheless, both models consistently demonstrated the proangiogenic capacity of the BA sheets, reinforcing their potential to promote vascular regeneration after I/R injury.

Having confirmed the cardioprotective effects of the BA sheets in vivo, we sought to explore the underlying mechanisms thereof. Using an in vitro H/R model of cardiomyocytes, we verified that the BA sheets enhanced cell viability and contractile function in vitro. In addition, the treatment attenuated H/R‐induced apoptosis, which is consistent with previous findings [15], suggesting that BA sheets support cardiomyocyte survival under H/R‐induced stress (Figure 3). These observations prompted us to investigate whether BA sheets were involved in the cardioprotective effects of ferroptosis.

BAs secrete various factors, including NRG4, a member of the neuregulin family [46]. NRG4 is expressed in specific peripheral tissues, such as the lungs, liver, and adipose tissue, with the highest expression level observed in BAT [30]. It specifically binds to ErbB4 receptors on target cells, thereby activating downstream pathways including the PI3K/AKT and NRF2/HO‐1 pathways, both of which are implicated in regulating oxidative stress and cell survival [48]. Furthermore, the PI3K/AKT pathway enhances cellular antioxidant capacity by promoting the expression of key antiferroptotic regulators such as GPX4 and xCT, while simultaneously reducing lipid peroxidation [49, 50]. In parallel, the NRF2/HO‐1 axis serves as a master regulator of redox homeostasis. Upon activation, NRF2 translocates into the nucleus and binds to the antioxidant response element in the promoter regions of target genes, inducing the transcription of a suite of antioxidant and iron metabolism‐related genes [51]. Among these genes, HO‐1 plays a crucial role in degrading heme into biliverdin, carbon monoxide, and free iron, thereby limiting labile iron accumulation, which is a key driver of ferroptosis [52].

Based on this knowledge and our RNA sequencing results, we hypothesized that the BA sheets suppress ferroptosis in cardiomyocytes under H/R conditions by secreting NRG4, which, in turn, activates ErbB4 and the downstream PI3K/AKT and NRF2/HO‐1 signaling pathways. To test this hypothesis, H/R+BA cardiomyocytes were treated with an ErbB4 inhibitor. The results showed that the BA sheets significantly suppressed ferroptosis‐related markers under H/R conditions; however, this protective effect was markedly diminished upon inhibition of ErbB4 (Figure 5). Furthermore, the treatment preserved the mitochondrial structure and function, as evidenced by the improved mitochondrial membrane potential and reduced ultrastructural damage observed by TEM (Figure 6). Western blot analysis also confirmed that BA sheets promote the activation of the PI3K/AKT and NRF2/HO‐1 pathways, whereas the inhibition of ErbB4 reverses these molecular changes (Figure 7). To further substantiate the mechanistic role of NRG4, loss‐of‐function experiments were performed using siRNA‐mediated knockdown in BA sheets (Figure S6.) Silencing NRG4 markedly attenuated ErbB4 phosphorylation and abolished the anti‐ferroptotic effects observed in the H/R+BA group, whereas these effects were preserved in the H/R+BA+siNC group (Figure 8). These findings provide direct evidence that NRG4 acts as a key paracrine mediator linking BA sheets to ErbB4 activation and downstream ferroptosis suppression in cardiomyocytes following H/R injury. Collectively, these findings suggest that the NRG4–ErbB4 axis plays a critical role in mediating the antiferroptotic and cardioprotective effects of BA sheets through the activation of PI3K/AKT and NRF2/HO‐1 signaling and the preservation of mitochondrial integrity.

Our findings highlight the translational potential of BA sheets‐based therapies for ischemic heart disease. Given the high incidence and clinical burden of myocardial I/R injury, the development of localized treatments that can be directly applied to the injured regions is of great clinical value. As bioactive cells, BAs can be engineered into transplantable constructs, offering a feasible and localized therapeutic approach. Beyond the heart, such strategies may also be extended to other organs affected by I/R injury, such as the brain, liver, and kidneys, broadening the scope of application of the BA sheets‐based interventions. However, this study had some limitations. Although our research yielded reliable results in a rat I/R injury model, species differences may have affected the broader applicability of the effects of the BA sheets. Additionally, the cardioprotective role of the BA sheets may involve other signaling pathways or secreted factors that have not yet been explored. Future studies should investigate the interactions between different signaling pathways in cardiomyocyte survival and explore the potential effects of BA sheets on other cardiovascular pathological conditions. Furthermore, although this study confirmed the inhibitory effect of BA sheets on ferroptosis, the role of other forms of cell death, such as apoptosis, necrosis, and autophagy, in I/R injury warrants further investigation. Moreover, the limited availability of BAs may limit the broad application of BA sheets. However, the differentiation of readily accessible cell types such as mesenchymal stem cells into BAs offers a potential solution [53].

In conclusion, we successfully constructed BA sheets and demonstrated for the first time that they can alleviate myocardial I/R injury via NRG4–ErbB4 axis–mediated activation of the PI3K/AKT and NRF2/HO‐1 signaling pathways, thereby suppressing ferroptosis. These findings provide a theoretical basis for the therapeutic application of BA sheets in cardiovascular diseases and suggest new avenues for BA sheets‐based treatment strategies.

## Author Contributions

L.S., J.L. and L.L. conceived and designed the study, including the central hypothesis, project framework and experimental strategy. L.S., Y.L. and J.Z. performed the animal experiments under the supervision of T.K. and S.M. L.S. and Y.L. conducted cell culture and molecular biology experiments. L.S., Y.L. and J.L. analyzed and interpreted the experimental data. L.S. performed data visualization, prepared the figures, and drafted the initial version of the manuscript. J.L., L.L. and S.M. acquired funding, administered the project, and supervised the overall study. All authors contributed to data interpretation, critically reviewed the manuscript, and approved the final version for submission.

## Conflicts of Interest

The authors declare that they have no conflict of interest.

## Supporting information

**Supporting File 1**: advs75588‐sup‐0001‐SuppMat.pdf.

**Supporting File 2**: advs75588‐sup‐0002‐VideoS1.avi.

**Supporting File 3**: advs75588‐sup‐0003‐VideoS2.avi.

**Supporting File 4**: advs75588‐sup‐0004‐VideoS3.avi.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Brown Adipocyte Sheets Alleviate Myocardial Ischemia–Reperfusion Injury Through NRG4–ErbB4–Dependent Ferroptosis Inhibition
**Source:** Adv Sci (Weinh). 2026 May 28;13(43):e75588. doi: 10.1002/advs.75588
**Supplement:** Supplementary file 1 — Supporting File 1: advs75588‐sup‐0001‐SuppMat.pdf.

Supporting Information

Brown Adipocyte Sheets Alleviate Myocardial Ischemia-Reperfusion Injury Through NRG4–ErbB4–Dependent Ferroptosis Inhibition

Lifu Sun *et al.*

This file includes:

Supplementary Figure S1 to S6

Supplementary Table S1

Other Supplementary Materials for this manuscript include the following:

Videos S1 to S3

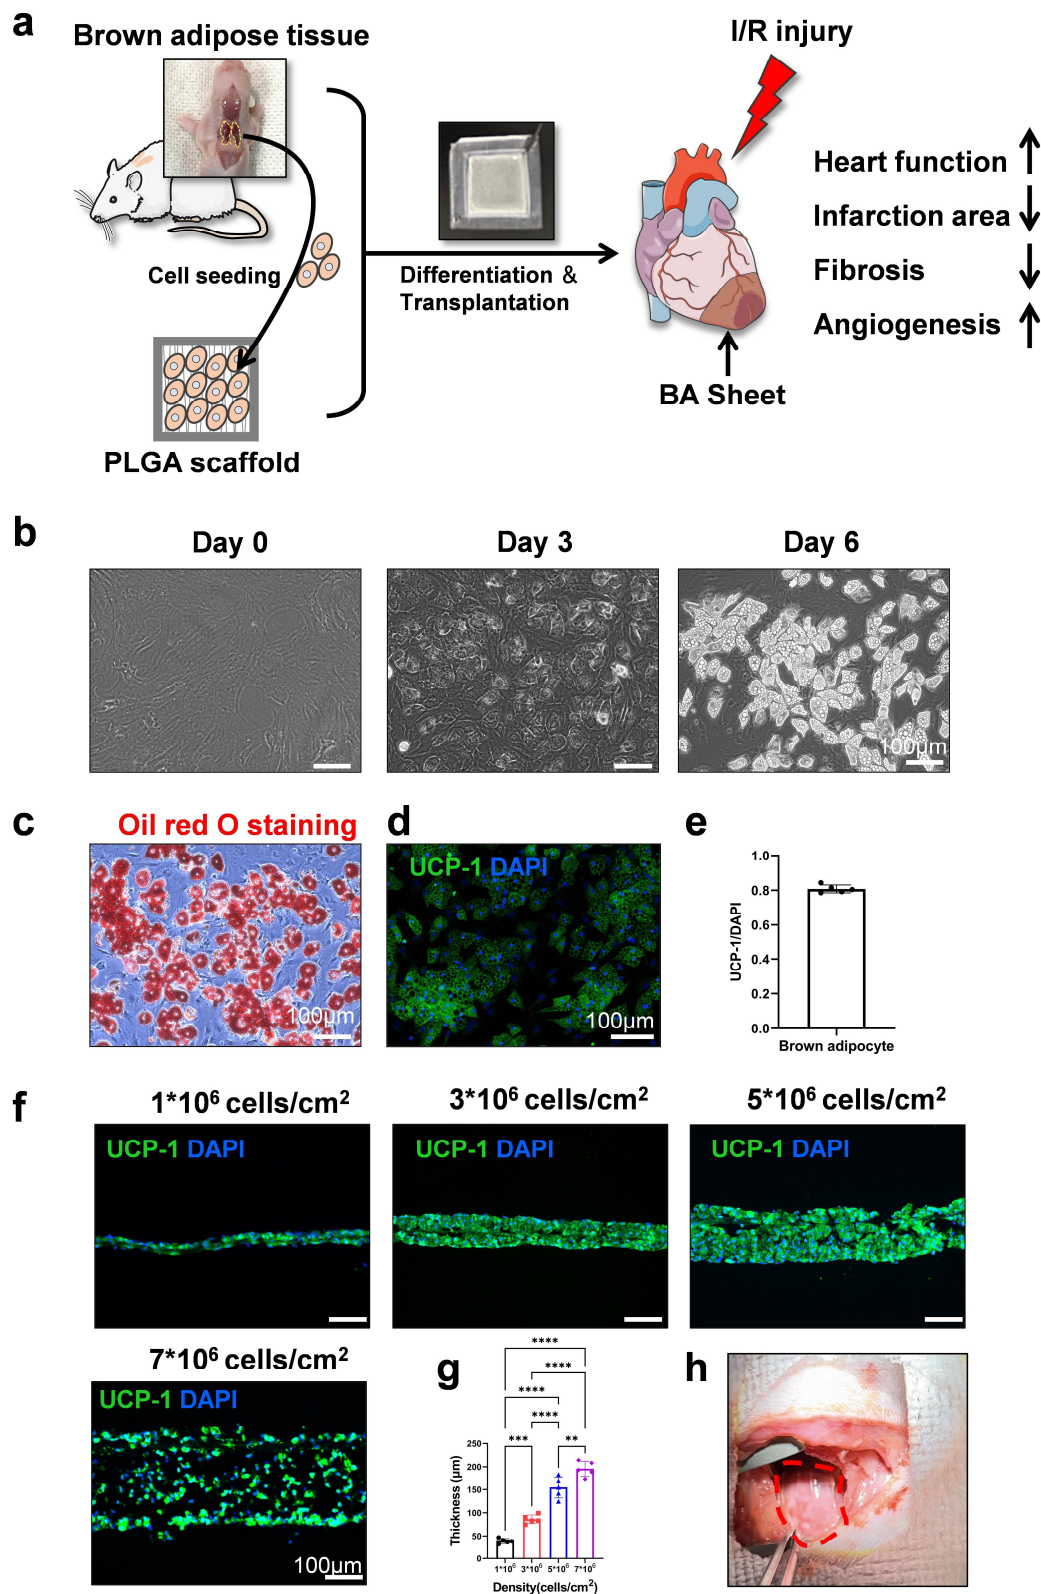

Supplementary Figure S1. Characterization of BAs and BA sheets.

a, Schematic diagram showing the establishment of BA sheets and subsequent transplantation procedures.

b, Representative brightfield images of BAs on day 0, 3, and 6 of *in vitro* differentiation. **c**, Oil Red O staining demonstrating lipid droplet accumulation in the BAs on day 6. **d**, Immunofluorescence staining

of UCP-1 (green) in differentiated BA nuclei were counterstained with DAPI (blue). **e**, Quantification of UCP-1 fluorescence intensity normalized to DAPI ($n = 5$). **f**, Representative cross-sectional cryosection images of BA sheets constructed at varying seeding densities (1×10 , 3×10 , 5×10 , and 7×10 cells/cm²). **g**, Quantification of sheets thickness corresponding to different cell densities ($n = 5$ per group). **h**, Image of a BA sheet transplanted onto the damaged myocardium, highlighted by the red dashed outline. Scale bars: 100 μ m. Data are presented as mean $\pm$ SD. Statistical significance was determined using one-way analysis of variance (ANOVA), followed by Tukey's post-hoc test. $**p < 0.01$; $***p < 0.001$; $****p < 0.0001$.

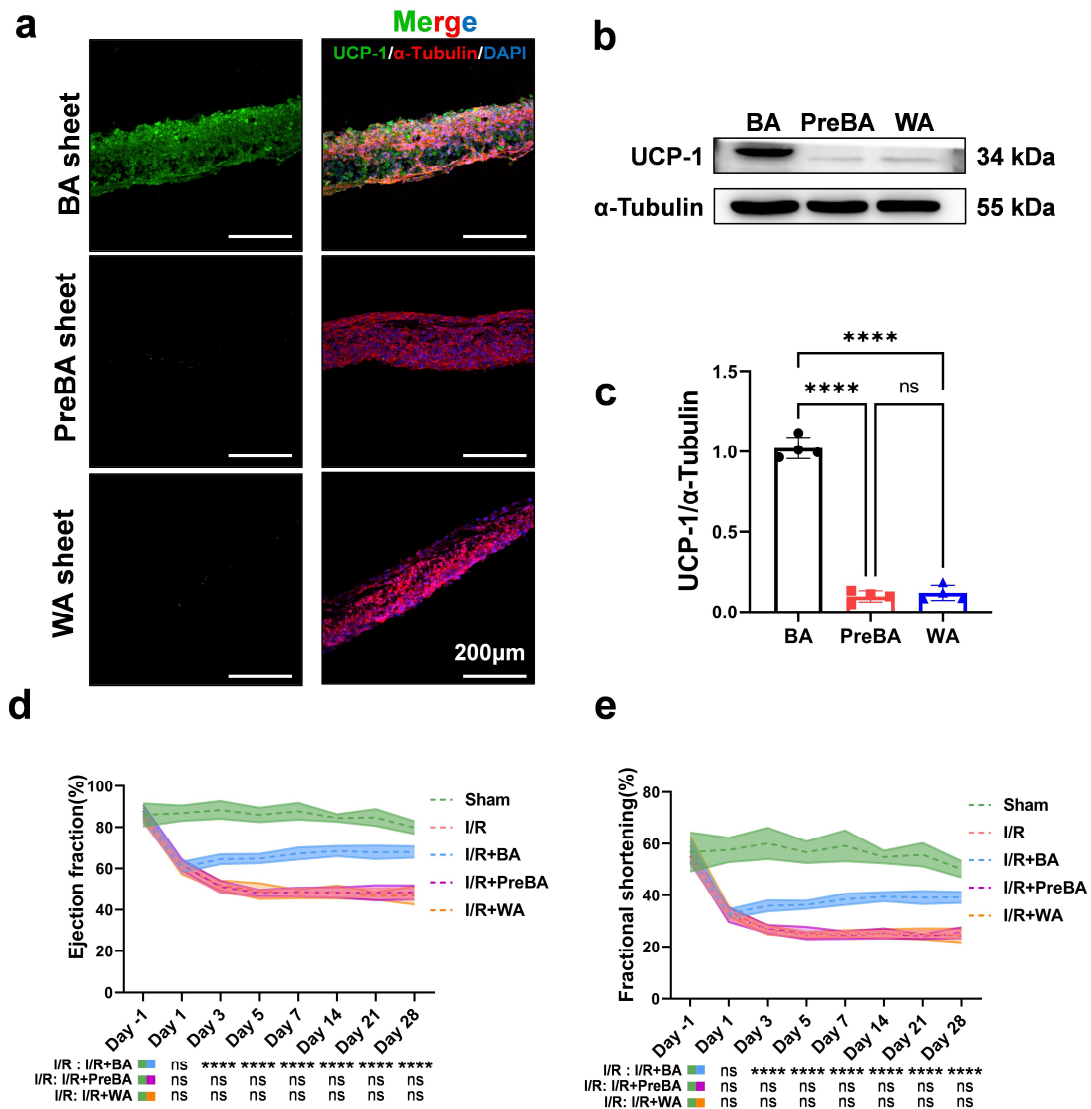

Supplementary Figure S2. Characterization of different sheets and their long-term effects on cardiac function after I/R injury.

a, Immunofluorescence staining of BA, PreBA, and WA sheets for UCP-1 (green, brown adipocyte marker), α -tubulin (red), and DAPI (blue). **b**, Western blot analysis of UCP-1 and α -tubulin expression in BA, PreBA, and WA sheets. **c**, Densitometric quantification of UCP-1 expression normalized to the BA group ($n = 4$ per group). **d**, **e**, Cardiac function assessed by echocardiography, represented as LVEF (d) and LVFS (e), at baseline (day -1) and days 1, 3, 5, 7, 14, 21, and 28 after I/R injury (Sham: $n = 5$; I/R: $n = 6$; I/R+BA: $n = 6$; I/R+PreBA: $n = 5$; I/R+WA: $n = 5$). Data are presented as mean $\pm$ SD. Statistical significance was determined by one-way ANOVA followed by Tukey's post hoc test. **** $p < 0.0001$; ns, not significant.

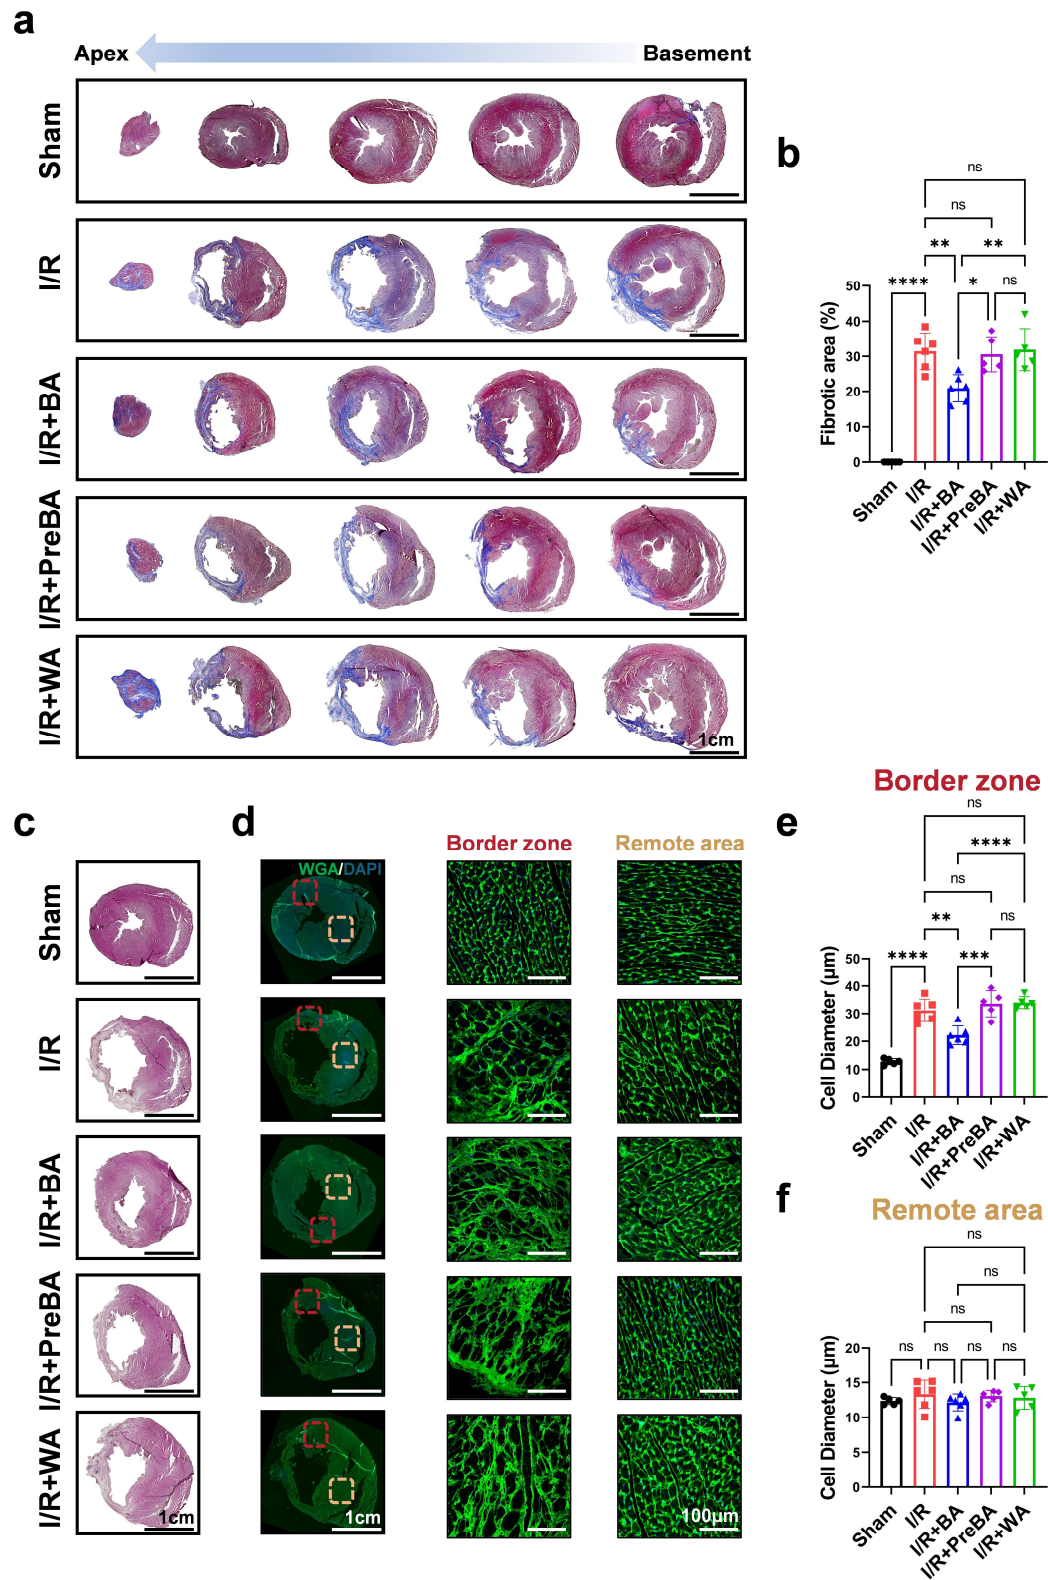

Supplementary Figure S3. Long-term effects of different adipocyte sheets on cardiac fibrosis and ventricular remodeling at 28 days after I/R injury.

a, Masson's trichrome staining of heart sections 28 days postreperfusion. The fibrotic areas are stained blue (scale bar = 1 cm). **b**, Quantification of fibrotic area as a percentage of the total myocardial area. **c**,

HE staining of heart sections (scale bar = 1 cm). **d**, WGA staining of heart sections, highlighting cardiomyocyte membranes (green). Images are shown for each group, including original sections and magnified views of both the border (red box) and remote zones (yellow box). Original image scale bar = 1 cm; magnified view scale bar = 100 μ m. **e-f**, Quantitative analysis of cardiomyocyte diameter in the border zone (e) and remote zone (f). The same group sizes (Sham: n = 5; I/R: n = 6; I/R+BA: n = 6; I/R+PreBA: n = 5; I/R+WA: n = 5) were used for all quantifications. Data are presented as mean $\pm$ SD. Statistical significance was determined using a one-way ANOVA followed by Tukey's post-hoc test. * p < 0.05; ** p < 0.01; *** p < 0.001; **** p < 0.0001; ns, not significant.

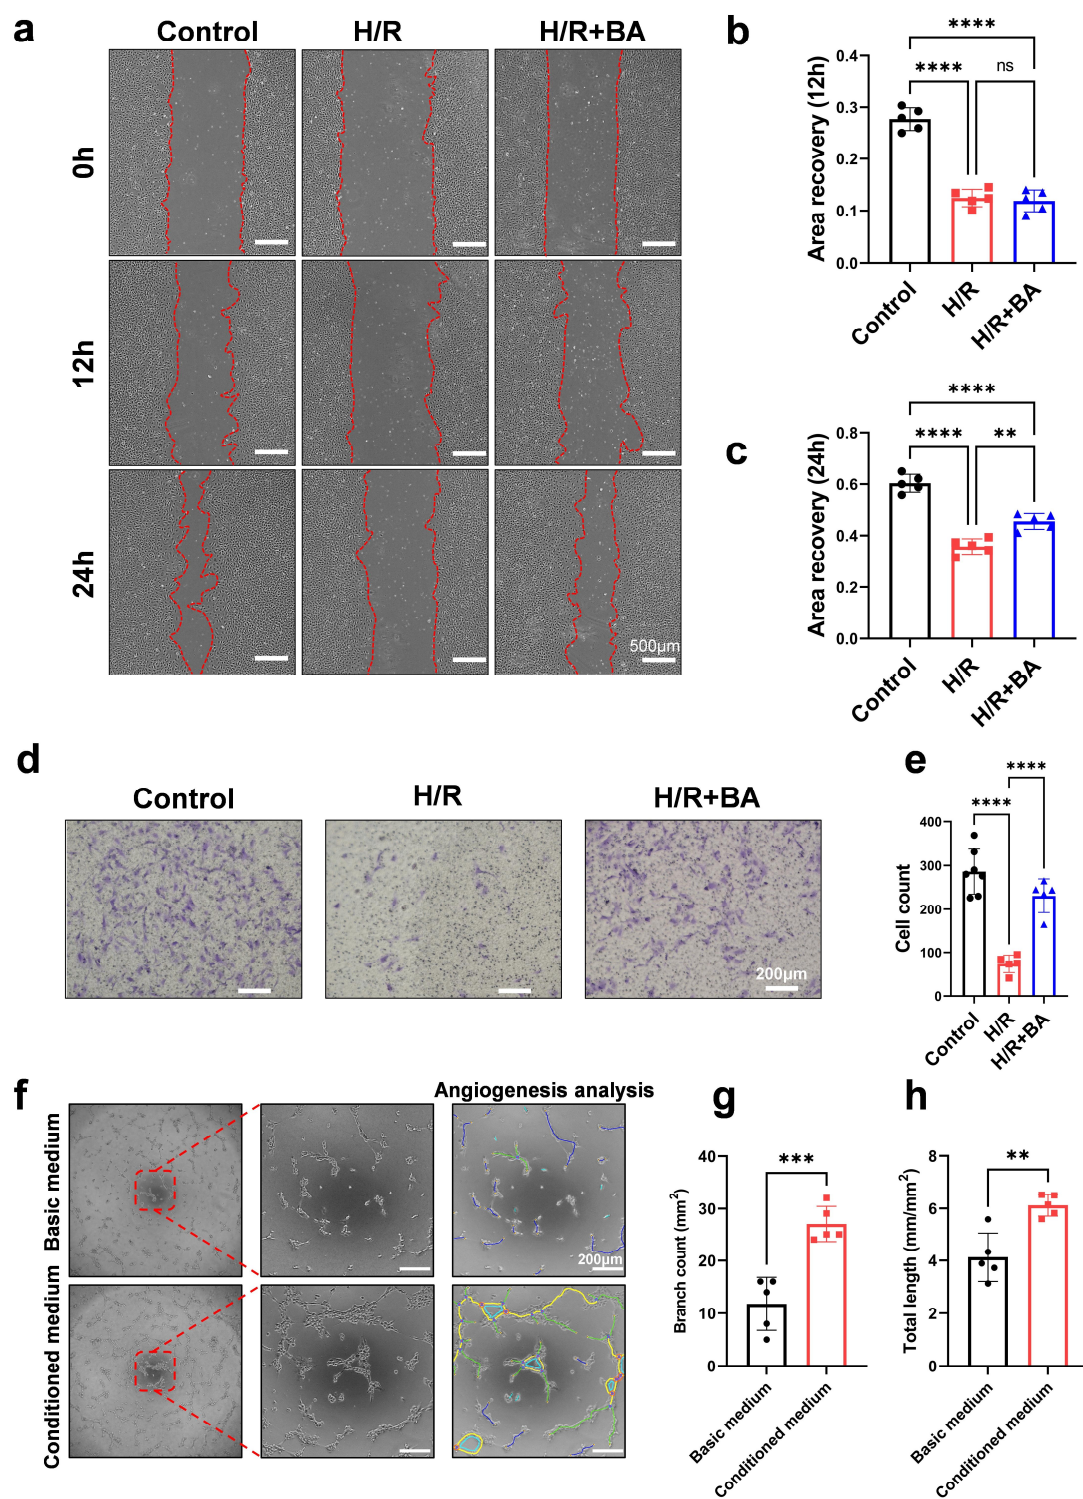

Supplementary Figure S4. BA sheets promote angiogenic potential and migration of endothelial cells under H/R conditions.

a, Representative bright-field images of scratch wound healing assays in HUVECs under control, H/R, and H/R + BA conditions at 0 h, 12 h, and 24 h. Red lines indicate the wound edges. Scale bars: 500 μ m.

b, Quantification of wound closure area at 12 h (n = 5 per group). **c**, Quantification of wound closure

area at 24 h (n = 5 per group). **d**, Representative bright-field images of Transwell migration assays in control, H/R, and H/R + BA groups. Scale bars: 200 μ m. **e**, Quantification of migrated cell number per field (n = 5 per group). **f**, Representative images of *in vitro* tube formation assay using basic medium and BAs-conditioned medium. Images were taken at 4 h and include magnified views of the central area to show capillary-like structures. Scale bars: 200 μ m. **g**, Quantification of branch points (n/mm²) (n = 5 per group). **h**, Quantification of total tube length (mm/mm²) (n = 5 per group). Data are presented as mean $\pm$ SD. Statistical significance was determined using one-way ANOVA followed by Tukey's post hoc test. ** p < 0.01; *** p < 0.001; **** p < 0.0001; ns, not significant.

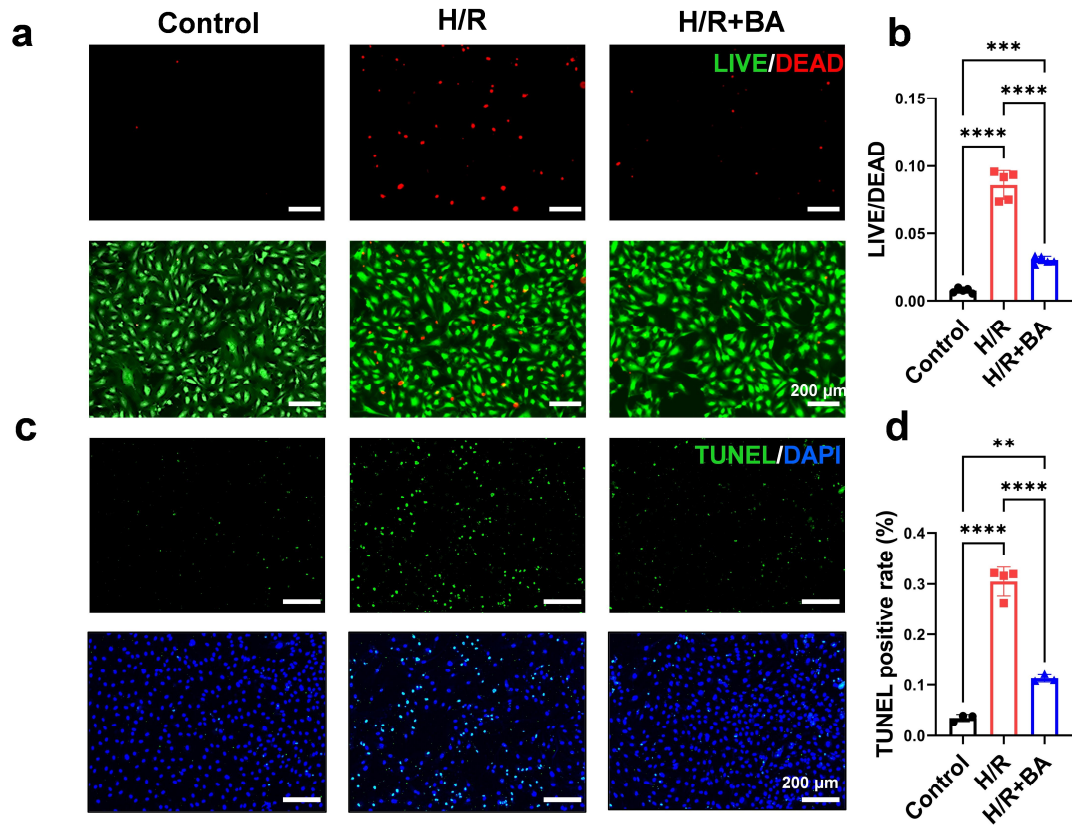

Supplementary Figure S5. BA sheets protect endothelial cells from cell death and apoptosis under H/R conditions.

a, Representative fluorescence images of Live/Dead staining in HUVECs under Control, H/R, and H/R + BA conditions. Live cells are labeled in green; dead cells are labeled in red. Scale bars: 200 μ m. **b**, Quantification of the percentage of live/dead in each group (n = 5 per group). **c**, Representative TUNEL staining images showing apoptotic nuclei (green) and total nuclei (DAPI, blue). Apoptotic cells are indicated by green and blue co-localization. Scale bars: 200 μ m. **d**, Quantification of TUNEL-positive nuclei normalized to DAPI (Control, n = 3; H/R, n = 4; H/R+BA, n = 3). Data are presented as mean $\pm$ SD. Statistical significance was determined using one-way ANOVA followed by Tukey's post hoc test. $**p < 0.01$; $***p < 0.001$; $****p < 0.0001$.

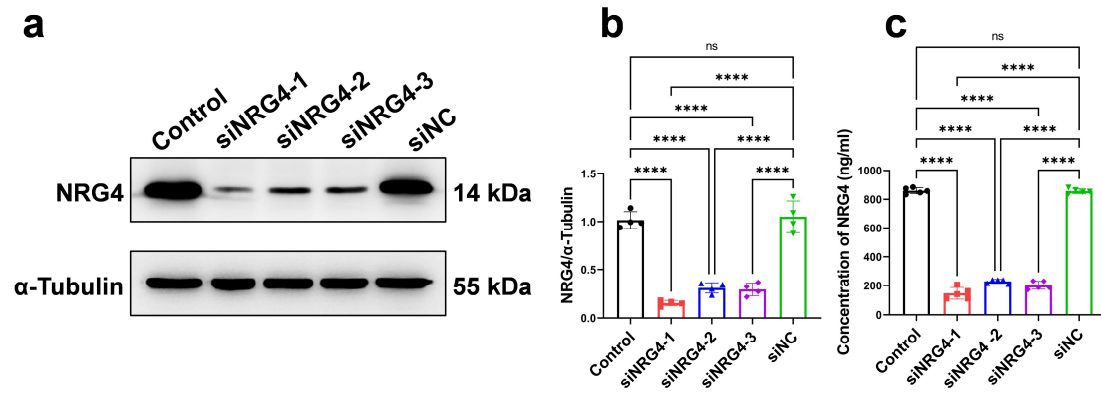

Supplementary Figure S6. Validation of NRG4 knockdown efficiency in BA sheets.

a, Representative western blot of NRG4 in BA sheets. **b**, Densitometric quantification of NRG4 expression normalized to the control group ($n = 4$ per group). **c**, NRG4 concentrations in conditioned media from BA sheets in each group ($n = 5$ per group). Data are presented as mean $\pm$ SD. Statistical significance was determined by one-way ANOVA followed by Tukey's post hoc test. **** $p < 0.0001$; ns, not significant.

Supplementary Table S1. Sequences of siRNAs used in this study

**Name**	**Target gene**	**Sense (5'–3')**	**Antisense (5'–3')**
**siNRG4-1**	**rat NRG4**	GCAGAAUUAUGUUUAGUGAGCdTdT	UCACUAAACAUAUUUCUGCUGdTdT
**siNRG4-2**	**rat NRG4**	GGUGCUGUUUCAACCCUAAUCdTdT	UUAGGGUUGAAACAGCACCUCdTdT
**siNRG4-3**	**rat NRG4**	CAGAGCUACUGGAAUUAAGGdTdT	UUUAAUUCCAGUAGCUCUGAGdTdT
**siNC**	–	UUCUCCGAACGUGUCACGUDTdT	ACGUGACACGUUCGGAGAAdTdT

Supplementary Videos S1–S3. Bright-field videos showing the beating activity of cardiomyocytes under different conditions.

Video **S1**, Control group; Video **S2**, H/R group; Video **S3**, H/R + BA group. Scale bars: 100 μm .

How the deposited data were processed for this re-analysis (not part of the article)

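RNA sequencing of hiPS-CMs after H/R was examined in 8 libraries, 4 of the H/R group and 4 of the H/R+BA group. The cells of both groups had 12 h of hypoxia at 1% O2 and 12 h of reoxygenation, in regular medium or in BA sheet conditioned medium. The replicates share no more than the labels say, that is, a cell line, a treatment and a number, and a p-value measures the spread between these 8 libraries. The other experiments of the paper are not analysed here.

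According to the methods and the submitters' notes, the authors trimmed the reads with Trimmomatic 0.39 and mapped them to GRCh38.p5 with HISAT2 2.1.0. They name featureCounts 2.0.6 for the quantification and Cuffdiff 2.2.1 for the differential test. The gene annotation is not given in the sources used here. The gene table holds the authors' normalized FPKM and normalized counts for each library, scaled between libraries by the authors, with their fold change and the p-value of a Student's test. The normalized counts are signal values that the authors divided by 1 size factor per library. The deposited sequencing summary gives the percent of reads mapped in each library, worked out by the authors from trimmed and mapped reads. The authors' 27115 p-values equal, within 1e-06, those of a per-gene test on log2 of FPKM raised to at least 0.1, and their 60658 fold changes equal the ratios of the geometric means of these values within 1e-04 of their size. In the table, 4 columns of group means were not used, and 9 libraries of the sequencing summary that belong to other samples were not used.

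The first choice had been a count model, but the table holds no whole counts, so the choice set for FPKM was used. Differences were tested on log2(FPKM + 1), the pseudocount being 1, with limma 3.58.1 in R 4.3.3 (empirical Bayes with a trend of variance on mean, two-sided, Benjamini-Hochberg adjustment over the genes tested, threshold 0.05). Genes with at least 1 FPKM in 4 or more libraries were tested, 14334 of 60658 listed, of which 12678 are protein-coding. Gene names came from the table, and coordinates, transcript length and GC content from GENCODE 44 by gene ID. Exact permutation tests of single measures were two-sided. The smallest p that 4 libraries against 4 allow is 0.0286.

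For 49 gene lists, written from textbook knowledge before the data were examined, called members were counted over all genes and adjusted over the list alone. Each list was compared with all other genes by camera of limma with a preset correlation of 0.01 between genes, adjusted over the 49 lists. The estimated correlation, fry, one-sided Fisher exact tests and, for the PI3K/AKT list, preranked fgsea 1.28.0 were run beside it. The lists of Fig. 4d and Fig. 4e and the genes labelled in Fig. 4c follow the paper's own choices from these libraries. The lists are not exclusive. The members of the pathway lists were written from memory and may differ from those in the databases.

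The genes named in the text follow a rule set before the data were examined. It takes every gene the paper names for cardiomyocytes in the corresponding results and in Fig. 4c, the 10 largest increases and the 10 largest decreases among called genes, and up to 4 called members of each list with the smallest p, or up to 3 members with the highest expression where none was called. Genes of the largest changes needed a gene symbol that is not a clone or locus name, a mean of at least 1 across libraries on the log2(FPKM + 1) scale and every H/R+BA library on one side of every H/R library. Other genes were named after their values were seen, where a count of 5 or fewer is spelled out, where a gene has a large loading on a principal component and where a test of an explanation rests on it.

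Depth was 39854257 to 53308952 reads per library, with 95.4% to 96.3% mapped. Counting error cannot be separated from the spread between libraries in FPKM, so no count-based interval is given. The test was tried on simulated data with the same number of libraries. The simulation changed 200 genes, with each fold applied on the log2(FPKM + 1) scale. On this scale a fold stands for a larger change in FPKM where FPKM is low. The test recovered 73.1% of 67 genes changed by 1.5-fold, 97.0% of 67 changed by 2-fold and 100% of 66 changed by 4-fold. Of its calls, 6 (3.23%) were false. In the data 3546 genes were called, and correlation between genes was not simulated. The recovery and the false calls therefore describe the simulated data and are not estimates for these libraries.

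The alternatives set before the data were examined were another pseudocount (0.1), no filter, a filter at 10 normalized counts in every library, leaving out each library, the replicate number as a block, an unmoderated linear model over all genes listed, a 2-fold threshold, other inputs of the principal components and other tests of the lists. Alternatives added after the data were seen were FPKM rescaled to equal totals or by median ratios, the deposited normalized counts, removal of trends with transcript length and GC content in each library, the authors' own computation, GSEA and Fisher tests on the authors' genes, and the angiogenesis list without endothelial markers. The numbers do not pair the libraries: across genes, residual expression of libraries with the same number correlated at 0.24, −0.24, −0.25 and −0.01. Where a call is said to be lost or a list to pass under another setting, the number in parentheses is the adjusted p there. Levels of sex-linked marker genes are not reported, and results of some other genes that the rule takes in are not reported here.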

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

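The tests of a smaller share of cardiomyocytes, of transcript length and GC content and of the scaling between libraries were chosen after the results were seen, and the other tests of this part before.

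The number of genes called between the groups, 3546, was compared with the other ways of splitting the 8 libraries into 4 and 4. Of 35 splits, the real one included, 1 called as many genes, and the highest of the others called 1. No share below 1 in 35 is possible here, so this is the strongest result the test allows and does not exclude chance. The splits cannot tell the medium from any other difference between the groups of cultures.

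Endothelial markers, which the paper does not discuss for these cells, were higher in the H/R+BA group as a list (camera adjusted p = 1.64e-08; adjusted p = 0.499 with an estimated correlation). A smaller share of cardiomyocytes would raise the markers of other cell types alike, and the median log2 fold change of endothelial markers lay 0.28 above that of 94 markers of 8 other cell types (permutation test over genes, p = 0.00332), and 0.48 above that of the 35 smooth muscle, epicardial and neural markers to which the comparison was first limited (p = 1.20e-04); a bound of 0.3 on this difference, set with the list medians known and missed by the wider comparison, was dropped, since any gap beyond the spread goes against it. The 9 types did not move alike (permutation test over genes, p = 1.00e-04). Medians went from −0.08 for neural, 0.09 for smooth muscle and 0.18 for epicardial to 0.33 for fibroblast, 0.41 for macrophage and 0.66 for pluripotency markers. These permutations treat genes as independent, which markers of a cell type need not be. CALD1, KRT18 and TUBB3, abundant markers of smooth muscle, epicardium and neurons, were called lower (−0.50, −0.52 and −0.54), but were picked after the values were seen. Called members, higher and lower, were 5 and 2 for smooth muscle, 2 and 2 for epicardial and 0 and 2 for neural markers. Whether the cardiomyocytes themselves express these markers was not checked, and markers they express need not rise alike. The unlike medians therefore do not decide whether a smaller share of cardiomyocytes contributed. A larger share of endothelial cells may account for the pattern, and 96% of the tested markers, 24 of 25, had a log2 fold change above 0 (range −0.13 to 1.00). This restates the rise of the list and cannot tell a larger share from a rise within the cells. The most abundant of the markers, EGFL7, went from 54.7 to 75.3 FPKM, and S1PR1 from 18.4 to 26.5 FPKM (adjusted p = 0.0119 and 0.0255). The next, ESAM and KDR, did not pass the threshold (log2 fold changes 0.42 and 0.50, adjusted p = 0.0511 and 0.0600). A rise of these genes within the cells present, as a response to the conditioned medium, was not tested and stays open, and the paper's text names no purification that would remove endothelial cells.

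Of 79 nuclear-encoded genes of oxidative phosphorylation, 29 were called higher and 0 lower, and the list passed the camera test at the preset correlation but not at an estimated one (adjusted p = 0.727). Fold changes fell with transcript length across genes (Spearman rho −0.21; genes are not independent replicates) and rose with GC content (rho 0.16), but with these trends removed the list kept a median log2 fold change of 0.15 (before, 0.18), 27 higher genes and a camera adjusted p of 2.55e-07 at the preset correlation, which argues against the trends as the whole cause. Under 3 other scalings of the deposited values between libraries the highest camera adjusted p was 6.41e-09, again at the preset correlation. A scaling moves all genes of a library nearly alike, and camera compares the list with all other genes. The test could therefore hardly come out otherwise, and it does not decide whether scaling contributed to the size of the rise. A response of the cells to the conditioned medium stays open, since no other medium was sequenced with these libraries.

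Other lists outside the processes that the paper discusses also passed the threshold. Their camera adjusted p, with the value at an estimated correlation after it, was 3.43e-06 and 0.499 for hypoxia-inducible genes, 0.00256 and 0.499 for PPAR target genes, 0.0296 and 0.499 for genes induced by cAMP and 1.65e-08 and 0.499 for ATF4 and the integrated stress response. For fibroblast markers it was 0.0269 and 0.769, and for pluripotency markers 9.81e-05 and 0.163. The call of cAMP-induced genes was lost without H/R replicate 1 (0.0576) and H/R replicate 3 (0.174) and that of fibroblast markers without H/R replicate 2 (0.0594; adjusted p in parentheses).

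In 11 of 402 groups of 4 libraries (2.74%), 1 library lay so far from the other 3 that its gap to the nearest exceeded Dixon's 95% limit for the gap as a share of the range, where chance gives about 1 group in 20. H/R replicate 3 had the fewest reads of its group (39854257 against 47378189 to 48898147, share 0.832). On the log2(FPKM + 1) scale the far values were AKT1 in H/R+BA replicate 3 (6.53 against 6.37 to 6.40, share 0.842), ATP5G3 in H/R replicate 2 (8.02 against 8.19 to 8.21, share 0.894), BAX in H/R+BA replicate 2 (7.32 against 7.15 to 7.16, share 0.943), BLVRB in H/R replicate 1 (5.39 against 5.19 to 5.22, share 0.877) and CREM in H/R replicate 2 (4.87 against 5.12 to 5.16, share 0.8505). The others were DGAT2 in H/R+BA replicate 3 (2.48 against 2.10 to 2.15, share 0.875), HK2 in H/R replicate 2 (4.96 against 4.75 to 4.78, share 0.856), IGFBP3 in H/R+BA replicate 3 (6.62 against 6.84 to 6.88, share 0.835), PGF in H/R replicate 3 (2.34 against 2.79 to 2.84, share 0.899) and UHRF1 in H/R replicate 3 (1.00 against 1.29 to 1.30, share 0.964).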

How the results depend on the processing

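Among the tests of this part, those on rescaled FPKM, the deposited normalized counts, transcript length and GC content and the authors' values, and the angiogenesis list without endothelial markers, were chosen after the results were seen. In a recount of all genes, no gene called with all libraries was called in the opposite direction under any setting. Genes that lost their call were not checked for a change of direction in this recount. Over all settings, 2918 of 3088 values of named genes kept direction and side of the threshold, 148 lost a call, 15 gained one and 7 turned, none of them called. For lists these were 743, 33, 22 and 19 of 817. Without 1 library, 1374 to 1941 genes were higher and 1117 to 1571 lower, and 16 to 20 lists passed. With the replicate number as a block, 1460 genes were higher and 1071 lower.

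The counts at an unadjusted p of 0.05 and 1.5-fold were 84 higher and 24 lower at 2-fold, and 838 and 363 with a pseudocount of 0.1. On the deposited normalized counts they were 872 and 398, with 2350 genes higher and 2595 lower at an adjusted p. An unmoderated linear model over all genes listed called 1148 and 892 genes, and with FPKM raised to at least 0.1, 1282 and 1014 (1470 and 724 at an unadjusted p and 1.5-fold). The first component held 30.3% with no filter, 45.8% with at least 10 normalized counts, 46.7% on normalized counts, 26.8% with every gene scaled, 32.7% with the 500 most variable genes and 39.8% to 46.4% without 1 library, the highest without H/R replicate 2. With an estimated correlation 0 lists and 0 cell type lists passed. The PI3K/AKT list passed with fry (0.00508), which compares it with no other genes, and with fgsea on the authors' fold changes of tested genes (0.0453); over its other settings the adjusted p was 0.0550 to 0.895.

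Among named genes and lists, directions turned only where nothing was called with all libraries. Without 1 library, the camera adjusted p ranged over 0.520 to 0.988 for TNF signaling, 0.0351 to 0.776 for interferon-stimulated genes, 0.590 to 0.941 for EF-hand proteins, 0.291 to 0.900 for sarcomere genes, 0.304 to 0.990 for smooth muscle markers, 0.699 to 0.960 for apoptosis effectors and 0.686 to 0.955 for cell adhesion. The log2 fold change ranged over −0.16 to 0.0662 for ERBB4 and −0.18 to 0.0302 for MT-ND4. On normalized counts AKT2 turned to 0.0134, NFE2L2 to −0.0334 and TFRC to −0.0234. With trends of length and GC content removed, ERBB4 turned to 0.0523 and GPX4 to −0.00321, and EF-hand proteins (adjusted p = 0.989), apoptosis effectors (0.563), sarcomere genes (0.989) and epicardial markers (0.990) turned. The cause was not tested for any of these. The alternatives that need whole counts (median-ratio factors or library totals in a count model, other count models, voom and a prior count of 0.5) were not run. Genes below 1 FPKM, such as BCL2 and NRG4, lie below what was tested.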

Differences from the paper's values

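The tests with the authors' computation, the authors' fold changes and genes, the deposited normalized counts, rescaled FPKM and trends of transcript length and GC content were chosen after the results were seen, and the other tests of this part before.

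The paper gives 2194 DEGs, 1470 upregulated and 724 downregulated in the H/R+BA group; its text sets p < 0.05 with Student's t-test for 2 groups and states no fold threshold. At an unadjusted p under 0.05 and 1.5-fold in FPKM + 1, 701 genes were found here, 537 higher and 164 lower. The thresholds were read from the lines of Fig. 4b. None of the alternatives set before the data were examined closed the gap. The nearest was a pseudocount of 0.1, with 1201 genes (838 and 363), and the unmoderated linear model over all genes listed gave 712 (539 and 173). The counts were 741 with no filter, 668 with a filter at 10 normalized counts, 705 with the replicate number as a block, 684 to 760 without 1 library and 108 at 2-fold. The deposited normalized counts, chosen after seeing the values, gave 1270 (872 and 398), and the other added scalings 635 to 704. The authors' computation, with FPKM raised to at least 0.1 and an unmoderated test on all genes listed, gave 2194 (1470 and 724); it was chosen after seeing the values, and drops 0 of the paper's called genes, since the deposited p-values and fold changes equal it. Of these 2194 genes, 1048 lie below the filter used here, and of the 1146 tested 1092 were called in the same direction at an adjusted p under 0.05.

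The paper names PI3K/AKT, MAPK, TNF signaling and cytokine receptor interactions as enriched pathways. As lists they did not pass the camera test (adjusted p = 0.606, 0.572, 0.904 and 0.362). Camera asks whether a list shifts in 1 direction against other genes, whereas the paper's terms are an enrichment among its DEGs. A list with calls in both directions can fail camera and still be enriched in called genes. These lists were written for this purpose and are not the sets of the databases. The MAPK list passed with a Fisher exact test of called members (0.0131; 0.0139 of higher members) and with fry (0.00561), a test that had been set beforehand for the PI3K/AKT list only. In the Fisher test of called members PI3K/AKT (0.128), TNF signaling (0.0860) and cytokines (0.280) did not pass. A Fisher exact test of the authors' genes, chosen after seeing the values, covered the 1146 of their 2194 that were tested here. TNF signaling (0.0408) and cytokines (0.00909) passed it, and PI3K/AKT (0.0550) and MAPK (0.148) did not. Before adjustment over the lists written here, its p was 0.0191 for PI3K/AKT and 0.0635 for MAPK. It does not repeat the paper's own enrichment.

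The paper states that GSEA shows the PI3K/AKT pathway to be upregulated (Fig. 4f). Here its list passed with fry, set before the data were examined (0.00508), and with fgsea on the authors' fold changes over the tested genes at their p under 0.05 (0.0453), chosen after seeing the values. It did not pass with fgsea on the moderated statistic (0.0681), on log2 fold changes of genes at an unadjusted p under 0.05 (0.0977) or on the authors' fold changes over all genes at their p under 0.05 (0.0752). These values are adjusted over the gene lists written here. Before adjustment the fgsea p was 0.0362, 0.0538 and 0.0288 in this order, and 0.0183 on the authors' fold changes over the tested genes. The normalized enrichment score on the authors' fold changes over all genes at their p under 0.05, 1.41, matches the number printed in Fig. 4f.

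The paper also names extracellular matrix organization, cell adhesion and calcium ion binding among its enriched processes. Their lists did not pass the camera test (adjusted p = 0.205, 0.903 and 0.804), which again asks for a shift in 1 direction and not for enrichment among DEGs. A Fisher exact test, chosen after seeing the values, covered those of the authors' genes that were tested here. The extracellular matrix (7.84e-04) and cell adhesion (6.12e-04) lists passed it. EF-hand calcium-binding proteins, only a part of calcium ion binding, passed neither that test (1.00) nor fry (0.582). The lists of angiogenesis, oxidation-reduction and inflammatory response did pass the camera test, but not with an estimated correlation (0.499, 0.499 and 0.722). The angiogenesis call was also lost without the endothelial markers (0.144), and the inflammatory one without H/R replicate 1 (0.0846), H/R replicate 3 (0.0624), H/R+BA replicate 4 (0.0758).

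Of the 22 genes labelled in Fig. 4c, 17 of the 19 tested were called, and SGK2 (adjusted p = 0.0527) and WNT7A (0.0549) were not. SGK2 was called with the filter at 10 normalized counts (0.0456), and WNT7A on the deposited normalized counts (0.0315), a setting chosen after seeing the values. SGK2 was also called without H/R replicate 2 (0.00685) and WNT7A without H/R replicate 3 (0.0116). FGF19, FLT4 and RPS6KA5 were below the filter.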

Other observations

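Among the tests of this part, those with the deposited normalized counts, rescaled FPKM and trends of transcript length and GC content were chosen after the results were seen. Where a call is lost or a list passes under another setting, the adjusted p there stands in parentheses.

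Lists of stress responses were examined in the H/R+BA group, and differences between them were not tested. Of 29 genes of ATF4 and the integrated stress response, 17 were higher and 0 lower (21 and 0 when adjusted over the list alone), with a median log2 fold change of 0.48 (camera adjusted p = 1.65e-08; adjusted p = 0.499 with an estimated correlation). The alanyl-tRNA synthetase gene AARS went from 26.6 ± 1.78 to 46.4 ± 1.31 FPKM, the serine synthesis gene PSPH from 7.34 ± 0.467 to 12.6 ± 0.246 FPKM and STC2 from 93.6 ± 9.81 to 177 ± 8.17 FPKM (adjusted p = 1.59e-04, 2.50e-04 and 1.99e-04). Of 26 genes of the unfolded protein response of the endoplasmic reticulum, 3 were higher and 1 lower (3 and 1 when adjusted over the list alone; camera adjusted p = 0.616), XBP1 (0.68), SDF2L1 and SEC24D against SEL1L. The call of SDF2L1 was lost with the replicate number as a block (0.0540) and with trends of transcript length and GC content removed (0.108). The call of SEC24D was lost with the replicate number as a block (0.0588). The call of SEL1L was lost without H/R replicate 1 (0.0766), H/R replicate 2 (0.0616), H/R replicate 4 (0.0703), H/R+BA replicate 1 (0.0654), H/R+BA replicate 2 (0.0901), H/R+BA replicate 3 (0.0973) and H/R+BA replicate 4 (0.0629), and with the replicate number as a block (0.0899), with FPKM rescaled to equal totals (0.121) and with trends of transcript length and GC content removed (0.484). Of 21 heat shock genes, 5 were higher and 0 lower (5 and 0 when adjusted over the list alone; camera adjusted p = 0.0561), with the mitochondrial chaperonin genes HSPE1 and HSPD1 at 0.55 and 0.42, and HSPA4, HSPA4L and STIP1. The call of STIP1 was lost without H/R+BA replicate 1 (0.0591) and H/R+BA replicate 2 (0.0581), and with no filter (0.0576) and with the replicate number as a block (0.0566). The heat shock list passed without H/R replicate 4 (0.00772), H/R+BA replicate 2 (0.0433) and H/R+BA replicate 4 (0.0487), and with no filter (0.0134), with a filter at 10 normalized counts (0.0462) and on the deposited normalized counts (0.0400). Of 39 hypoxia-inducible genes, 20 were higher and 0 lower (22 and 0 when adjusted over the list alone), with a median log2 fold change of 0.28 (camera adjusted p = 3.43e-06; adjusted p = 0.499 with an estimated correlation). The lipid droplet gene HILPDA went from 37.8 ± 8.08 to 82.4 ± 9.09 FPKM, and the carbonic anhydrase gene CA12 and FAM162A had log2 fold changes of 0.92 and 0.54. Of these genes 9 are also on the glycolysis list. Of 32 immediate early genes, 2 were higher and 8 lower (3 and 9 when adjusted over the list alone; camera adjusted p = 0.201), with IER3 at −0.46 and NR4A1 and NR4A3 the higher ones. The immediate early list passed without H/R replicate 3 (0.00481) and with no filter (0.0444). Of 31 genes induced by TGF-beta, 3 were higher and 9 lower (5 and 10 when adjusted over the list alone; camera adjusted p = 0.178), with CDKN2B and PMEPA1 at −0.79 and −0.61 and IGFBP3 at 0.84, POSTN and TGFBI being the other higher ones. Of 33 interferon-stimulated genes, 1 was higher and 1 lower (0 and 1 when adjusted over the list alone; camera adjusted p = 0.325), ISG20 and TAP1. The call of ISG20 was lost without H/R replicate 1 (0.0521), H/R replicate 3 (0.0671), H/R replicate 4 (0.0839), H/R+BA replicate 2 (0.0747), H/R+BA replicate 3 (0.0826) and H/R+BA replicate 4 (0.0894), and with no filter (0.106), with the replicate number as a block (0.0670), with FPKM rescaled to equal totals (0.0504), on the deposited normalized counts (0.0630) and with trends of transcript length and GC content removed (0.0519). The interferon list passed without H/R replicate 4 (0.0351).

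Of 16 replication-dependent histone genes, 0 were higher and 12 lower (0 and 13 when adjusted over the list alone), with a median log2 fold change of −0.58 (camera adjusted p = 1.65e-08; adjusted p = 0.163 with an estimated correlation). These transcripts mostly lack a poly(A) tail, and paralogs can share reads. Of 7 pluripotency markers, 6 were higher and 0 lower (6 and 0 when adjusted over the list alone; camera adjusted p = 9.81e-05; adjusted p = 0.163 with an estimated correlation), with POU5F1 from 2.33 ± 0.200 to 6.02 ± 0.523 FPKM and LIN28A from 0.736 ± 0.142 to 2.67 ± 0.277 FPKM (adjusted p = 1.98e-04 and 2.68e-04). Of 18 fibroblast markers, 6 were higher and 1 lower (10 and 1 when adjusted over the list alone; camera adjusted p = 0.0269; adjusted p = 0.769 with an estimated correlation; 0.0594 without H/R replicate 2), with THY1 at 1.32 and DDR2 at 0.80 and VCAN the lower one. The call of VCAN was lost with the replicate number as a block (0.0543) and with trends of transcript length and GC content removed (0.111). Other cell type lists did not pass with all libraries. Of 17 smooth muscle and pericyte markers, 5 were higher and 2 lower (5 and 3 when adjusted over the list alone; camera adjusted p = 0.720), ACTG2, KCNJ8, MCAM, NOTCH3 and RGS5 against CALD1 and MYH11. The call of KCNJ8 was lost without H/R+BA replicate 1 (0.0542) and with no filter (0.0643). Of 10 epicardial markers, 2 were higher and 2 lower (2 and 3 when adjusted over the list alone; 0.904), KRT19 and TNNT1 against KRT18 and KRT8. The call of KRT19 was lost with no filter (0.0544). The call of KRT8 was lost with no filter (0.05005). Of 11 adipocyte markers, 3 were higher and 1 lower (4 and 1 when adjusted over the list alone; 0.139), ADRB3, COX7A1 and DGAT2 against PNPLA2. The call of COX7A1 was lost without H/R replicate 1 (0.0614), H/R replicate 2 (0.0691), H/R replicate 3 (0.0617), H/R replicate 4 (0.0564), H/R+BA replicate 1 (0.0890) and H/R+BA replicate 2 (0.0949), and with no filter (0.104) and with the replicate number as a block (0.0612). The call of DGAT2 was lost without H/R replicate 1 (0.103), H/R replicate 3 (0.0963), H/R+BA replicate 1 (0.0678), H/R+BA replicate 2 (0.0757), H/R+BA replicate 3 (0.117) and H/R+BA replicate 4 (0.0778), and with no filter (0.124), with the replicate number as a block (0.112), with FPKM rescaled to equal totals (0.0667), with FPKM rescaled by median ratios (0.0532) and with trends of transcript length and GC content removed (0.0561). The adipocyte list passed with no filter (0.0288) and with a filter at 10 normalized counts (0.0293). Of 4 macrophage markers, 3 were higher and 0 lower (3 and 0 when adjusted over the list alone; 0.0692), CD68, CD74 and CSF1R. The call of CD74 was lost without H/R replicate 1 (0.0609), H/R replicate 3 (0.0710), H/R replicate 4 (0.0876), H/R+BA replicate 1 (0.0645), H/R+BA replicate 2 (0.0826), H/R+BA replicate 3 (0.101) and H/R+BA replicate 4 (0.0661), and with no filter (0.103), with the replicate number as a block (0.0771), with FPKM rescaled to equal totals (0.0689) and with trends of transcript length and GC content removed (0.0705). The call of CSF1R was lost without H/R+BA replicate 1 (0.0510) and with no filter (0.0658). The macrophage list passed without H/R replicate 2 (0.00964). Of 20 hepatic and endoderm markers, 1 was higher and 0 lower (1 and 0 when adjusted over the list alone; 0.201), SOX17 being the higher one and also an endothelial marker. The hepatic list passed without H/R replicate 2 (0.00472). Of 8 neural markers, 0 were higher and 2 lower (1 and 2 when adjusted over the list alone; 0.328), TUBB3 and MAP2 being the lower ones (−0.54 and −0.58).

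The BA sheets had been induced with insulin, rosiglitazone, dexamethasone, T3 and IBMX. Target genes of these compounds other than insulin were examined in the cardiomyocytes, and no list of insulin-induced genes was tested. Of 24 PPAR target genes, 10 were higher and 1 lower (11 and 2 when adjusted over the list alone), with a median log2 fold change of 0.27 (camera adjusted p = 0.00256; adjusted p = 0.499 with an estimated correlation). One hypothesis is that rosiglitazone or fatty acids carried in the conditioned medium raised them. All 3 genes tested for it, PDK4, ANGPTL4 and PLIN2, were called higher, as it predicts. The lower member of the list, ACSL1 (log2 fold change −0.32), went the other way, and PDK4 and ANGPTL4 are also on the list of glucocorticoid-induced genes. However, ANGPTL4 is also a hypoxia-inducible gene, its call was lost without H/R+BA replicate 2 (0.0504) and when no filter was applied (0.0593), and that of PDK4 without H/R replicate 1 (0.0765), H/R replicate 4 (0.0754), H/R+BA replicate 1 (0.0789), H/R+BA replicate 3 (0.0940), H/R+BA replicate 4 (0.0833), with no filter (0.0830) and with the replicate number as a block (0.0844; adjusted p in parentheses). Dexamethasone in that medium would raise glucocorticoid-induced genes, but of 4 chosen for this only 1 was called, TSC22D3 (0.41, adjusted p = 0.00115), while FKBP5 and PER1 had log2 fold changes of 0.20 and 0.20 (adjusted p = 0.119 and 0.171) and ZBTB16 lay below the filter; the bound set beforehand, fewer than 2 called, was wrong with 1 gene untested and the other 3 above 0, so dexamethasone stays open. Carry-over of rosiglitazone, dexamethasone or IBMX would have to outlast a change to maintenance medium after 2 days of induction. Insulin and T3 were also in the maintenance medium, so this limit does not hold for them. The conditioned medium was not assayed for these compounds.

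Of 19 glucocorticoid-induced genes, 4 were higher and 0 lower (4 and 0 when adjusted over the list alone; camera adjusted p = 0.466), ANGPTL4, CEBPD, PDK4 and TSC22D3, the calls of ANGPTL4 and PDK4 being as fragile as given above. The call of CEBPD was lost without H/R replicate 1 (0.0639), H/R replicate 2 (0.0517), H/R+BA replicate 1 (0.0628), H/R+BA replicate 2 (0.0559), H/R+BA replicate 3 (0.0679) and H/R+BA replicate 4 (0.0513), and with the replicate number as a block (0.0550) and with trends of transcript length and GC content removed (0.250). Of 15 genes induced by thyroid hormone, 1 was higher and 1 lower (1 and 1 when adjusted over the list alone; camera adjusted p = 0.601), DBP at 0.92 and FURIN at −0.22, whose call was lost without H/R+BA replicate 1 (0.0688), H/R+BA replicate 2 (0.0619), H/R+BA replicate 3 (0.0602), with the replicate number as a block (0.0690) and with FPKM rescaled to equal totals (0.0875; adjusted p in parentheses). Of 20 genes induced by cAMP, 6 were higher and 0 lower (9 and 0 when adjusted over the list alone; camera adjusted p = 0.0296; adjusted p = 0.499 with an estimated correlation), with CREM and PDE4B at 0.75 and 0.84. The last list lost its call without H/R replicate 1 (0.0576) and H/R replicate 3 (0.174; adjusted p in parentheses).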
